# TLR-exosomes exhibit distinct kinetics and effector function

**DOI:** 10.1038/srep41623

**Published:** 2017-03-14

**Authors:** Swetha Srinivasan, Michelle Su, Shashidhar Ravishankar, James Moore, PamelaSara Head, J. Brandon Dixon, Fredrik Vannberg

## Abstract

The innate immune system is vital to rapidly responding to pathogens and Toll-like receptors (TLRs) are a critical component of this response. Nanovesicular exosomes play a role in immunity, but to date their exact contribution to the dissemination of the TLR response is unknown. Here we show that exosomes from TLR stimulated cells can largely recapitulate TLR activation in distal cells *in vitro*. We can abrogate the action-at-a-distance signaling of exosomes by UV irradiation, demonstrating that RNA is crucial for their effector function. We are the first to show that exosomes derived from poly(I:C) stimulated cells induce *in vivo* macrophage M1-like polarization within murine lymph nodes. These poly(I:C) exosomes demonstrate enhanced trafficking to the node and preferentially recruit neutrophils as compared to control exosomes. This work definitively establishes the differential effector function for exosomes in communicating the TLR activation state of the cell of origin.

Detecting microbial pathogens rapidly and containing their spread is a critical function of the innate immune system^1^. Toll-like receptors (TLR) are an essential arm of innate immunity as they detect highly conserved pathogen associated molecular patterns (PAMPs) and play an important role in host cell defense^2^. The direct response of cells stimulated with TLR agonists locally is well characterized^3^,^4^. Dendritic cells exposed to the TLR4 agonist lipopolysaccharide (LPS) show a distinct gene expression response as compared with cells exposed to the TLR3 agonist poly I:C (pIC), and these gene expression profiles are known to be pathogen specific^5^. TLR stimulation induces production of a broad range of molecules including cytokines and chemokines^6^, which are essential for host response to infection as well as for the development of an adaptive immune response^7^.

While cytokines and chemokines are well studied for their roles in mediating cell-cell communication to establish immunity^8^, recently more complex messengers such as extracellular vesicles have been discovered^9^. Exosomes are nanovesicles (30–150 nm in diameter) released by the fusion of large multivesicular endosomes with the host cell membrane^10^. They are produced by most known cell types, and found in all biological fluids^11^ and carry functional cargo in the form of mRNA, miRNA and proteins to distal recipient cells where the contents can modulate the recipient cell phenotype^12^.

Exosomes have many distinct roles in physiology and immunity^13^,^14^,^15^ and have known to play dual roles in both immune system activation^16^ and immune suppression^17^. Furthermore, we recently showed that exosomes are rapidly trafficked from peripheral tissues by the lymphatics, and retained in the draining lymph node by macrophages in a murine model^18^.

While local cellular response to TLR stimulation is well studied both *in vitro* and *in vivo*^19^,^20^,^21^, the role of exosomes in the distal dissemination of the TLR response is less well understood. A majority of the papers have utilized exosomes from antigen presenting cells such as Dendritic cells (DC’s) to characterize exosome effector function with a focus on either diagnostic or therapeutic applications off exosomes^19^,^20^, we wanted to characterize the impact of TLR stimulation of non-canonical cells on the effector function of exosomes on distal unexposed cells *in vitro.* We wanted to further understand the effector functions of exosomes using our previously established model of lymphatic transport to elucidate the impact and potential contribution of stable lymphatic retention of exosomes by macrophages in the development of an immune response *in vivo.*

Here we delineate the differential effector function of exosomes based on the innate immune activation state (control-, LPS-, poly(I:C)-stimulation) of the cell of origin in both *in vitro* and *in vivo* experiments. Poly(I:C) derived exosomes are rapidly transported to the lymph node and polarize distal macrophages to an M1-like state and recruit neutrophils. We show that exosomes are reprogrammed to carry a TLR-specific message to distal cells and more work is warranted to understand the implications of this in immunity to pathogens and cancer.

## Results

### Characterization of exosomes

To understand the effect of exosomal cargo released from locally stimulated cells on distal cell expression, we collected exosomes from ovarian adenocarcinoma (HEY) cells (local cells) that were either unstimulated (control-exosomes), stimulated with pIC (pIC-exosomes), or lipopolysaccharide (LPS-exosomes) for 48 hours. The three groups of exosomes were added to naïve (distal) cells and the gene expression profiles were compared between local TLR stimulation (for 6 hours) and distal stimulation mediated by exosomes at the 48-hour time point (Fig. 1A).

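HEY is an established human ovarian adenocarcinoma cell line. RNA of HEY cells was measured on 12 Affymetrix U133 Plus 2.0 arrays, 2 in each of 6 groups. Local cells were unstimulated, or were given LPS at 100 ng/ml or pIC, a synthetic double-stranded RNA, at 10 μg/ml for 6 hours. Distal cells took up exosomes of unstimulated, LPS-stimulated or pIC-stimulated cells, and the sample labels give 100 μg of exosomes collected at 48 hours. For the time of the distal cells with exosomes, the labels, the first Results paragraph and the array Methods give 48 hours. The legends and the pIC paragraph give 24 hours, so it is left open here. The array Methods can be read as 48 hours for local cells too, where the labels, the Results and the legends give 6 hours. The authors adjusted and normalized the arrays with GCRMA, and the deposited values are on the log2 scale with the same lowest value in every array. From these values, limma compared the groups in 1 fit of all 12 arrays, over 54613 probesets. A probeset was called at an adjusted p under 0.05 and a change of at least 1.4-fold, the thresholds of the paper's Methods. A gene is shown by the probeset with the highest mean among those that carry its symbol alone, which gave 19775 genes. The comparisons, the thresholds, the rule for naming genes and the gene lists were set before the data were examined. Whether the 2 arrays of a group came from separate cultures is not stated in the paper's text, so the p-values measure only the spread between these arrays. The median SD within a group, over 16159 probesets, was 0.23 in unstimulated local cells, 0.48 with LPS and 0.21 with pIC. It was 0.13, 0.18 and 0.13 in distal cells with control-, LPS- and pIC-exosomes. Correlations between arrays were 0.986 to 0.997 among distal cells and 0.929 to 0.983 among local cells. Local LPS replicate 1 had the lowest of these, 0.929 to 0.942 with the other local arrays. Between local and distal arrays, the correlations were 0.848 to 0.908. The local and distal arrays also differed in the control probesets for GAPDH, which lie along the transcript. At its 3′ end, the log2 value was 10.61 to 11.25 in local arrays and 14.41 to 14.62 in distal arrays. In the middle, it was 2.51 to 3.13 and 10.58 to 12.32, and at the 5′ end 3.11 to 3.42 and 3.96 to 7.73. Local and distal cells were each compared with their own control group.

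**Figure D1:**
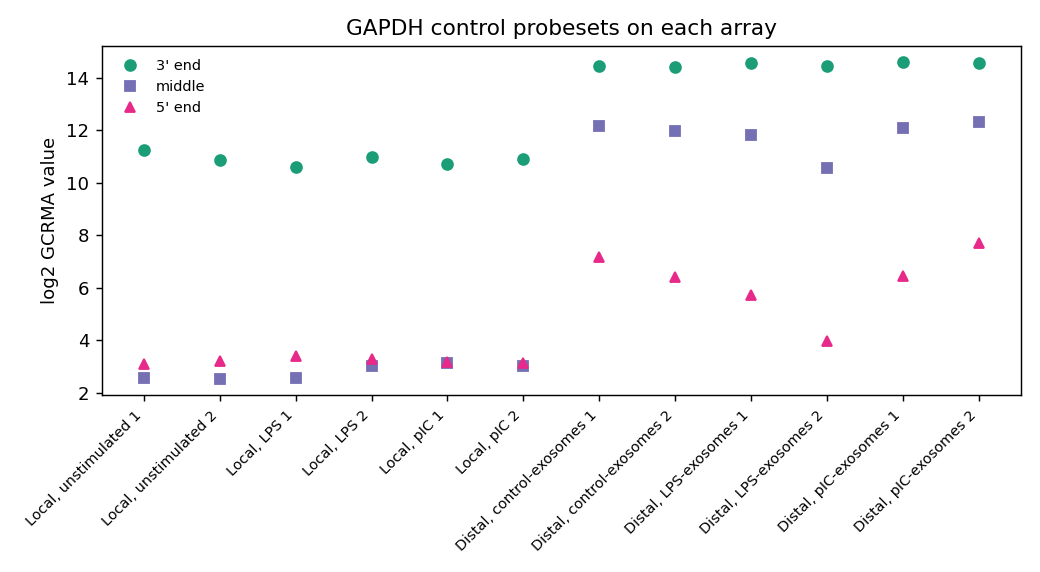
Log2 GCRMA values of the GAPDH control probesets at the 3′ end, the middle and the 5′ end of the transcript (y axis) on each of the 12 arrays (x axis), 1 point per probeset and array. The middle probeset lies at 2.51 to 3.13 on the 6 local arrays and at 10.58 to 12.32 on the 6 distal arrays.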

Nanovesicular exosomes were obtained through ultracentrifugation as described previously^18^ and were found to have the canonical exosomal tetraspanins CD81 and CD63. We found comparable surface CD81 and GAPDH protein expression by western blot across the control, pIC and LPS exosomes (Fig. 1B, Supplementary Fig. 1a,b) and flow cytometry also showed similar levels of expression of CD81 and CD63 (Fig. 1C, Supplementary Fig. 1b,c). The size distribution profiles were similar for the three groups (Fig. 1D) and we noted that control-, pIC- and LPS-exosomes were spherical, as revealed by scanning electron micrographs (Fig. 1E–G, respectively). Finally, the uptake of control-, pIC- and LPS-exosomes by distal cells was also comparable (Fig. 1H–J). Therefore, the three groups of exosomes did not differ in biophysical and biochemical properties or cellular uptake.

### Effect of LPS on local and distal cells

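LPS, a lipid of the outer membrane of Gram-negative bacteria, is sensed by TLR4 together with LY96. One branch of the signal runs through MYD88 to NF-κB and the transcription of cytokines, chemokines and adhesion molecules. Another runs through TICAM1 to IRF3 and to interferon-stimulated genes such as IFIT1. In local cells, 209 probesets were higher and 153 were lower with LPS than without (limma, 4806 with an unadjusted p under 0.05). IFIT1, which binds foreign RNA, rose from 2.73 ± 0.00 (SD, n = 2) to 5.35 ± 0.22, a log2 fold change of 2.62 (standard error 0.12, adjusted p = 0.000235 from limma). Both unstimulated arrays had this same value of 2.73, which recurs in 2 distal arrays, so the level is not told apart from background and the change is read as a lower bound. RIGI, a cytoplasmic sensor of viral RNA, rose by 1.39 (standard error 0.07, adjusted p = 0.000376 from limma). Of 53 interferon-stimulated genes, IFIT1 and RIGI were the 2 called, and as a list they did not rise (median log2 fold change -0.01, adjusted p = 0.811 from limma's camera), with IFIT2 at -0.11 and MX2 at -0.81, neither called. SEL1L, of the degradation of misfolded proteins in the endoplasmic reticulum, rose by 1.53 (standard error 0.15, adjusted p = 0.00699 from limma). Of the 8 largest rises, PARP8 rose by 2.51, LOC101927166 by 2.36, the defensin DEFB122 by 2.30, MPHOSPH9 by 2.00, the Golgi glycoprotein GLG1 by 1.87, DPH6-DT by 1.85 and EOLA2-DT by 1.78, with IFIT1 as the first. Of the 8 largest falls, GAS2L1, a linker of actin and microtubules, changed by a log2 of -2.96, the calcium-binding PDCD6 by -2.69 and the transcription factor BNC2 by -2.54. BET1L and VTI1B, SNARE proteins of Golgi and endosomal transport, changed by -2.45 and -2.27, SYBU, which links cargo to kinesin, by -2.52, the prenyl-binding PDE6D by -2.31 and NATD1 by -1.97. Of these 8 rises and 8 falls, 3 and 6 were called without each array in turn. PARP8, LOC101927166, GLG1, DPH6-DT, EOLA2-DT, SYBU and PDE6D were not called without any 1 of the distal control or distal pIC arrays, nor, apart from GLG1, without either distal LPS array, PDE6D and EOLA2-DT also not without either local pIC array, and EOLA2-DT not without local control replicate 2. Of the same 16, DEFB122 alone was called with the local arrays alone, 0 with only the groups compared, 2 with array weights, 5 with treat and 8 with the mean of all probesets of a gene. Of the 18 called genes named here, 14 have more than 1 probeset, and in each of these only 1 was called, in RIGI 1 of 3 and in SEL1L 1 of 4. The control means of DEFB122 and DPH6-DT lie within 0.1 of the lowest value, so their changes are lower bounds. With the local arrays alone in the fit, 25 probesets were called, and IFIT1 and RIGI were not among them. In simulated data with the spread of each kind of cells, the fit of all 12 arrays made a mean of 339.2 false calls in this comparison, and with the same spread in all groups 7.6. The count of 362 called probesets became 2039 or 2120 without local control replicate 1 or 2, and 1812 or 7183 without local LPS replicate 1 or 2. It became 189 without either distal control array, 191 without either distal pIC array and 226 without either distal LPS array.
In distal cells, 5 probesets were higher and 28 were lower with LPS-exosomes than with control-exosomes (limma, 2989 with an unadjusted p under 0.05), and both group means were below 4 for 21 of these 33. After quantile normalization, 11 were higher and 20 lower, and with each array's median subtracted 1 was higher and 20 lower. The distal LPS arrays had the lowest values of the 5′ control probeset of GAPDH, 5.72 and 3.96 against 6.41 to 7.73 in the other distal arrays. Distal LPS replicate 2 also had the lowest value of the middle probeset, 10.58 against 11.82 to 12.32, and the highest of the hybridization control bioB, 11.85 against 10.04 to 10.92. RPS4Y1, a ribosomal protein, rose by a log2 of 0.57, and the noncoding FOXN3-AS1 by 0.49. The guidance factor SEMA3E fell by 1.61, EDNRB-AS1 fell by 1.37 and the zinc finger gene ZNF214 fell by 1.12. DACH1 fell by 0.96, MIR34A fell by 0.92 and HNRNPA2B1, an RNA-binding protein, fell by 0.87. RPS4Y1, EDNRB-AS1, ZNF214 and DACH1 were called without each array in turn. SEMA3E was not called without any 1 of the 6 local arrays. FOXN3-AS1 was not called without any 1 of the local control or local pIC arrays or without distal LPS replicate 1. HNRNPA2B1 and MIR34A were not called without any 1 of the local pIC, distal control or distal pIC arrays or without distal LPS replicate 2, nor HNRNPA2B1 without either local control array and MIR34A without either local LPS array. With the replicate number as a block, FOXN3-AS1, MIR34A and HNRNPA2B1 were not called (adjusted p = 0.0501, 0.110 and 0.107). Of the 8 called genes, 0 were called with only the groups compared or with treat. RPS4Y1 alone was with the distal arrays alone, and RPS4Y1 and EDNRB-AS1 were with the mean of all probesets of a gene. An intensity trend ended 5 of the 8 calls, quantile normalization 3 and subtraction of each array's median 3. A filter for low values ended 4 of those it tested. Array weights ended 0 of the 8, and with them 1018 probesets were called. For 3 of these 8, 1 of the groups lies within 0.1 of the lowest value, so the changes of RPS4Y1, EDNRB-AS1 and ZNF214, if real, are lower bounds. The rise of 0.57 in RPS4Y1 starts from that level, and whether its value with LPS-exosomes is signal or background was not tested. Without distal LPS replicate 1 or 2, 516 or 104 probesets were called, and without distal control replicate 1 or 2, 84 or 136. The count was 72 without either distal pIC array, 16 without either local control array and 19 without either local pIC array.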

We analyzed microarray data to identify genes that were differentially expressed in (i) local and (ii) distal cells with respect to unstimulated cells. Our findings indicate that local cells stimulated with LPS as well as distal cells stimulated with LPS-exosomes both show enhanced expression of key inflammatory genes that are involved in the TLR response (Fig. 2A). 

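The products of several of these genes act at successive steps of the LPS response. TRAF6 passes the signal on, NFKB1 encodes a subunit of NF-κB, and NFKBIA and NFKBIB hold NF-κB in the cytoplasm. CXCL8 (IL8 in Fig. 2A), IL1B, IL6 and ICAM1 are among its targets, and TOLLIP restrains the pathway. Values are given here for 13 genes of Fig. 2A with a probeset that carries their symbol alone. The only probeset for CCL3 also carries other symbols, so CCL3 has no value here. In local cells with LPS, 0 of the 13 were called (limma, 0 higher and 1 lower at an unadjusted p under 0.05, and 0 when adjusted over the list alone). That gene, ICAM1, had a log2 fold change of -1.35 (95% interval -2.60 to -0.10). Expression of CXCL8 was high in unstimulated local cells, 10.40 ± 0.04 (SD, n = 2), and was 10.57 ± 0.33 with LPS. IL1B had a log2 fold change of -0.68 and NFKBIA of -0.41. Without local LPS replicate 2, ICAM1, TOLLIP, IL1B, NFKBIA and TNFAIP1 were called lower, at -2.20, -1.81, -1.32, -0.80 and -0.87, while without replicate 1 none of them was called, at -0.50, -0.18, -0.04, -0.01 and 0.24, so these calls rest on replicate 1, the array with the lowest correlations. IL6 and IL23A stayed near the lowest value of the arrays. In distal cells with LPS-exosomes, 0 of the 13 were called against control-exosomes (limma, 0 at an unadjusted p under 0.05, and 0 when adjusted over the list alone). The largest values were 0.66 for ICAM1, 0.58 for NFKBIB, 0.53 for TRAF6 and 0.48 for NFKBIA (95% interval -0.05 to 1.02). In these 4 genes both LPS-exosome arrays lay above both control-exosome arrays, which chance gives for 16.7% of genes. In 3 genes, JUN, IL1B and TOLLIP, both lay below both, with log2 fold changes of -0.93, -0.31 and -0.31. The spread in these tests is pooled over all 12 arrays, so it also holds that of the local arrays. NFKBIB lay at 5.79 and 5.90 with control-exosomes and 6.42 and 6.43 with LPS-exosomes, but at 2.83 and 4.37 in local cells with LPS. NFKBIA lay at 6.49 and 6.41, 6.89 and 6.97, and 3.73 and 4.52 in the same groups. With the distal arrays alone in the fit, none of the 13 was called higher. In simulated data with the same spread in all groups, the fit called 27.4% of probesets changed by a log2 of 2 in this comparison. It called 4.4% of those changed by a log2 of 1. These shares are not split by level of expression, so they may not hold for genes near the lowest value, such as IL6 and IL23A. Unstimulated cells are the control in the paper's wording. Set against unstimulated local cells, TRAF6 (2.75), NFKBIA (2.40) and TNFAIP1 (1.81) were called higher in distal cells with LPS-exosomes (limma). CXCL8 (-4.91), TOLLIP (-2.07) and IL1B (-1.58) were called lower. The rest of the 13 were not called, although some, such as NFKBIB and JUN, also had higher values. That comparison also holds every other difference between local and distal arrays. The paper states from Fig. 2A that LPS in local cells and LPS-exosomes in distal cells both raise key inflammatory genes of the TLR response.

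**Figure D2:**
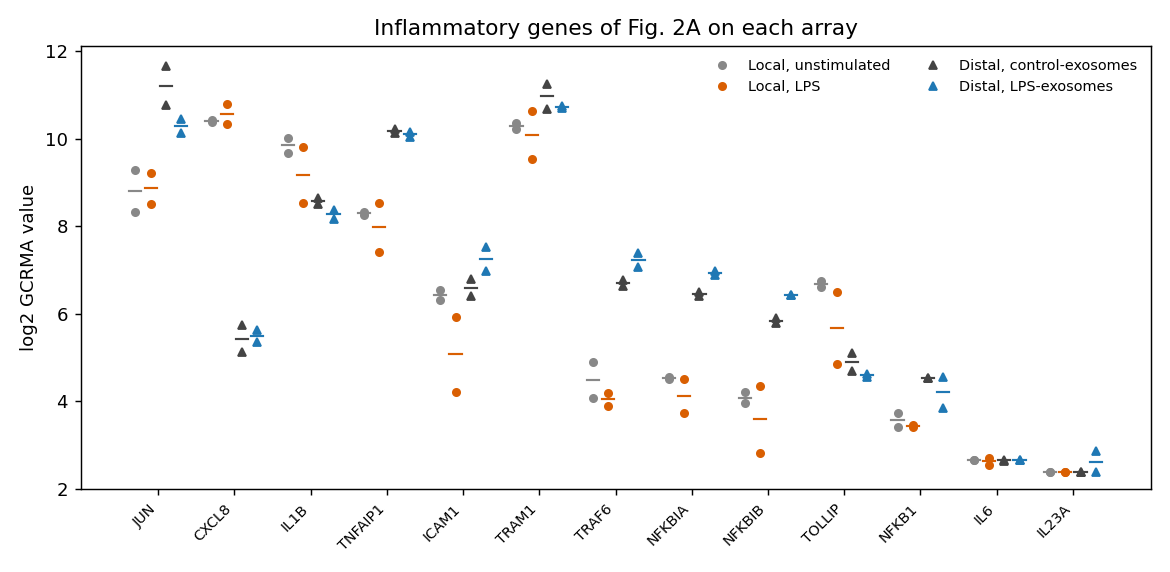
Log2 GCRMA values (y axis) of 13 genes of Fig. 2A (x axis) in unstimulated and LPS-stimulated local cells (circles) and in distal cells with control- or LPS-exosomes (triangles), 1 point per array and a line at the mean of 2 arrays. CXCL8 lies at a mean of 10.40 in unstimulated local cells and 5.44 in distal cells with control-exosomes.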

The classical LPS response occurs via binding to TLR4 which results in activation of an inflammatory response and release of TNFA, CCL3 and IL1B. The cell then enters a refractory state resistant to further LPS stimulation characterized by increased *TOLLIP* expression and NF-κB inactivation^21^ (Fig. 2B).

Exposure to LPS exosomes caused distal cells to upregulate molecular pathways associated with chemokine signaling as well as TLR activation (Supplementary Fig. 4a). 

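Chemokine ligands attract leukocytes, and their receptors signal through G proteins, PI3-kinase and small GTPases. TLRs signal through adaptors to the IKK kinases and NF-κB, and PXR and RXR are nuclear receptors that control the metabolism of foreign compounds. Supplementary Fig. 4a names chemokine, TLR, iNOS, PXR/RXR and integrin pathways for distal cells with LPS-exosomes. Of 24 chemokine ligands measured, 0 were called (limma, 0 at an unadjusted p under 0.05). Of 40 chemokine receptors and transducers, 0 were called by limma, 1 was higher when adjusted over the list alone, and 1 was higher and 2 lower at an unadjusted p under 0.05. Of 38 genes of TLR signaling, 0 were called by limma, also when adjusted over the list alone, and 3 were higher and 2 lower at an unadjusted p under 0.05. TLR4 itself lay near the lowest value of the arrays, with a log2 fold change of 0.00 (standard error 0.42), and TIRAP had 0.03. The iNOS list of 28 genes had 3 higher and 2 lower at an unadjusted p under 0.05 and 0 called by limma. The 25 genes of the PXR and RXR list had 0 called by limma and 0 at an unadjusted p under 0.05. The list of 45 integrin and extracellular matrix genes had 0 called by limma, with 3 higher and 1 lower at an unadjusted p under 0.05. Of 37 inflammatory targets of NF-κB, 0 were called by limma, and 2 were higher and 2 lower at an unadjusted p under 0.05. TNF, 1 of these, had a log2 fold change of -0.14. The deacetylase SIRT1, from a list of 23 negative regulators of the LPS response in which 0 were called by limma and 2 were higher and 2 lower at an unadjusted p under 0.05, had -0.11. As groups, the chemokine ligands had an adjusted p of 0.873 from limma's camera over 28 lists, and TLR signaling had 0.739. The 22 genes of TGF-β and epithelial-mesenchymal transition were lower (median log2 fold change -0.24, 0 called and 1 higher and 4 lower at an unadjusted p under 0.05 by limma, adjusted p = 0.0454 from camera), but not with the correlation between genes estimated from the data (adjusted p = 0.979), and fry called 0 of the 28 lists in 1 direction. Its test for changes in either direction called RIG-I-like receptor signaling (adjusted p = 1.72e-07), the qRT-PCR panel (0.00268) and the iNOS list (0.0317), and compares no list with other genes. Of 30 RIG-I-like receptor genes, limma called 0. Adjusted over the list alone, 1 was higher and 1 lower, and 2 were higher and 4 lower at an unadjusted p under 0.05. MAVS lay at 9.59 and 9.65 with LPS-exosomes and at 8.81 and 8.80 with control-exosomes, and RIGI at 9.54 and 9.44 against 9.90 and 9.97. In the qRT-PCR panel of 8 genes, limma called 0, and 1 was higher when adjusted over the list alone. The distal LPS arrays also had the lowest values of the 5′ control probeset of GAPDH, 5.72 and 3.96 against 6.41 to 7.73. Without local control replicate 1 or 2, distal control replicate 1, or distal LPS replicate 1 or 2, camera called 0 lists.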

To examine the temporal response of local cells to LPS and distal cells to LPS-exosomes we evaluated changes in gene expression with respect to control cells using qRT-PCR (Fig. 2D). We looked at *CCL3, IL1B, TNFA, TIRAP, TRAF6* and *TOLLIP* expression over 48 hours and observed that peak local cell response to LPS stimulation was at 6 hours with *TOLLIP* expression peaking at 12 hours. Distal cells responded to LPS-exosome stimulation at 24 hours to levels comparable with local cells.

Previous studies have utilized UV light to degrade the RNA payload of exosomes, and we see similar UV-based elimination of exosomal RNA as detected by chip-based electrophoresis (Supplementary Fig. 5a–c). Distal cells exposed to UV treated LPS-exosomes showed significantly decreased expression of the six gene panel as compared with LPS-exosomes, and recapitulated the response of cells exposed to control-exosomes. This indicates that UV irradiation, likely through degradation of RNA, was necessary and sufficient to modulate the effector function of exosomes in distal cells (Fig. 2C).

LPS-exosomes contained ~4% carryover of initial LPS dose (Supplementary Fig. 2a). We exposed local cells to this carryover dose and examined gene expression at 6 h, 12 h and 24 h time points (Supplementary Fig. 2c,d) which shows limited contribution to distal response.

A proximity ligation assay (PLA) was used to determine the co-localization of the p50 and p65 subunits of NF-κB to indicate activation of this complex. Local cells exposed to LPS and distal cells treated LPS exosomes showed co-localization of p50 and p65 subunits indicating that the NF-κB complex was active in both (Supplementary Fig. 3a, Fig. 2E).

Endotoxin tolerance is a protective mechanism to prevent overt inflammation in response to LPS and results in a transient unresponsive cellular state, characterized by the epigenetic inactivation of the p65 subunit of NF-κB by the histone deacetylase SIRT1^22^. Local and distal cell response to LPS re-stimulation, and resulting impact on NF-κB silencing state, was analyzed using PLA (Supplementary Fig. 3b). We exposed distal cells to LPS-exosomes and then re-stimulated them with LPS and we found that these cells had hallmarks of endotoxin tolerance with p65-SIRT1 co-localization resulting in NF-κB inactivation (Fig. 2F). Additionally, UV irradiation of exosomes abrogated i) NF-κB activation and ii) *SIRT1* mediated inactivation in distal cells (Fig. 2G).

### Effect of pIC on local and distal cells

We analyzed microarray data to detect genes involved in (i) local pIC response at 6 hours and (ii) distal pIC-exosomes response at 24 hours as compared with unstimulated cells, in particular with respect to genes involved in antiviral activity (Fig. 3A). 

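Double-stranded RNA is a mark of viral replication, sensed by TLR3 in endosomes and by IFIH1 (MDA5) and RIGI (RIG-I) in the cytoplasm. These sensors activate IRF3, IRF7 and NF-κB, and the interferons then made induce many genes that block viral replication. OASL and OAS3 belong to a family that senses double-stranded RNA, IFIT2 and IFIT3 limit viral translation, and MX2 blocks the entry of viral genomes into the nucleus. In local cells with pIC, 388 probesets were higher and 154 were lower than in unstimulated cells (limma, 4757 with an unadjusted p under 0.05). Of 53 interferon-stimulated genes measured, 26 were higher and 0 were lower (limma, 0 lower at an unadjusted p under 0.05), and 42 were higher when adjusted over the list alone. Their median log2 fold change was 2.95, with an adjusted p of 1.88e-65 from limma's camera, 0.00108 with an estimated correlation and 2.32e-08 from fry. IFIT1 rose from 2.73 to 12.21 ± 0.09 (SD, n = 2), a log2 fold change of 9.47 (adjusted p = 5.38e-07 from limma), read as a lower bound since the level without pIC is not told apart from background. OASL rose by at least 7.08, IFI44L by at least 6.47, CXCL10 by at least 6.07 and OAS3 by at least 5.95, from control means within 0.1 of the lowest value. Of the 8 largest falls, NMNAT2, an enzyme of NAD synthesis, fell by 3.32, GAS2L1 fell by 3.25, the transcription factor NHLH1 fell by 1.83, BET1L fell by 1.82, NATD1 fell by 1.81, WDR90 fell by 1.73, SLC1A2 fell by at least 1.66, to a mean within 0.1 of the lowest value, and GPR39 fell by 1.62. The 8 largest rises and 5 of these falls were called without each array in turn. NMNAT2, NHLH1 and WDR90 were not called without any 1 of the distal arrays, nor NMNAT2 without either local pIC array and WDR90 without local pIC replicate 1. With the local arrays alone, where 55 probesets were called, 7 of the 8 rises and 0 of the 8 falls were, and with only the groups compared, where 28 were called, IFIT1 alone was. Of the 20 gene labels of Fig. 3A, 19 had a probeset that carried the symbol alone, and STAT2 had none. Of the 19, 9 were called higher in local cells (10 when adjusted over the list alone, and 10 higher and 1 lower at an unadjusted p under 0.05). These were IFIT2 (log2 fold change 6.49, standard error 0.10), MX2 (6.23, 0.26), IFIT3 (5.91, 0.12), RIGI (4.93, 0.07), IFIH1 (4.63, 0.70), IRF1 (2.92, 0.36), IFIT5 (2.53, 0.24), NFKBIA (1.84, 0.22) and CCL5 (at least 1.19, from a control mean within 0.1 of the lowest value). With the local arrays alone, 3 of the 19 were called higher (RIGI, IFIT2 and IFIT3), with only the groups compared 1 (NFKBIA), and with the local arrays alone, a low-value filter and an intensity trend together 5. IFIH1 was not called without local pIC replicate 1 or any 1 of the distal arrays. MX1 was called only without local pIC replicate 1, at 1.14. IRF3 had a log2 fold change of -1.48 and was not called (adjusted p = 0.555 from limma).
In distal cells with pIC-exosomes, 4 probesets were higher and 3 were lower than with control-exosomes (limma, 873 with an unadjusted p under 0.05), 3 and 4 after quantile normalization, and 2 and 3 with each array's median subtracted. The only gene among those shown that was called was ZNF214, which fell by 1.02 (standard error 0.06, adjusted p = 0.0120 from limma). It was not called without either local pIC array, with the replicate number as a block (adjusted p = 0.0649) or with the distal arrays alone (0.312). Nor was it called with only the groups compared (0.659), with treat or with the mean of all probesets of a gene. With array weights, ZNF214 stayed called, 193 probesets were called and 3 more of the genes named for this comparison were called. Of the 19 genes of Fig. 3A, 0 were called against control-exosomes, also when adjusted over the list alone (limma, 1 higher and 1 lower at an unadjusted p under 0.05). Unstimulated cells are the control in the paper's wording. Calls under that control are given with the differences from the paper's values. MAVS, the adaptor of RIGI and IFIH1, had a log2 fold change of 0.32 (95% interval 0.03 to 0.62), and RIGI of -0.28 (-0.44 to -0.12). JAK1 had the lowest, -0.48, while IFIT1 stayed at 2.61 with control-exosomes and 2.71 with pIC-exosomes. IFIT2 had -0.12 (95% interval -0.35 to 0.12), IFIT3 0.04 (-0.25 to 0.34) and IFIH1 -0.31 (-1.98 to 1.36). These intervals use the spread of all 12 arrays. IFIH1 lay at 4.77 and 4.61 with control-exosomes and 4.46 and 4.30 with pIC-exosomes, but at 5.26 and 7.76 in local cells with LPS. MX2 and CCL5 lay at or near the lowest value of the arrays in both distal groups. In simulated data with the spread of each kind of cells, the mean number of false calls was 353 in the local comparison and 7.6 in the distal comparison, and with the same spread in all groups 8.2 and 1.2. The local count of 542 became 2310 or 2327 without local control replicate 1 or 2, 1525 or 1462 without local pIC replicate 1 or 2, 1056 without either local LPS array, 342 without either distal control array and 340 without either distal pIC array. The distal count of 7 became 47 or 55 without distal control replicate 1 or 2, 73 or 50 without distal pIC replicate 1 or 2, 13 without either distal LPS array and 4 without either local pIC array.

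**Figure D3:**
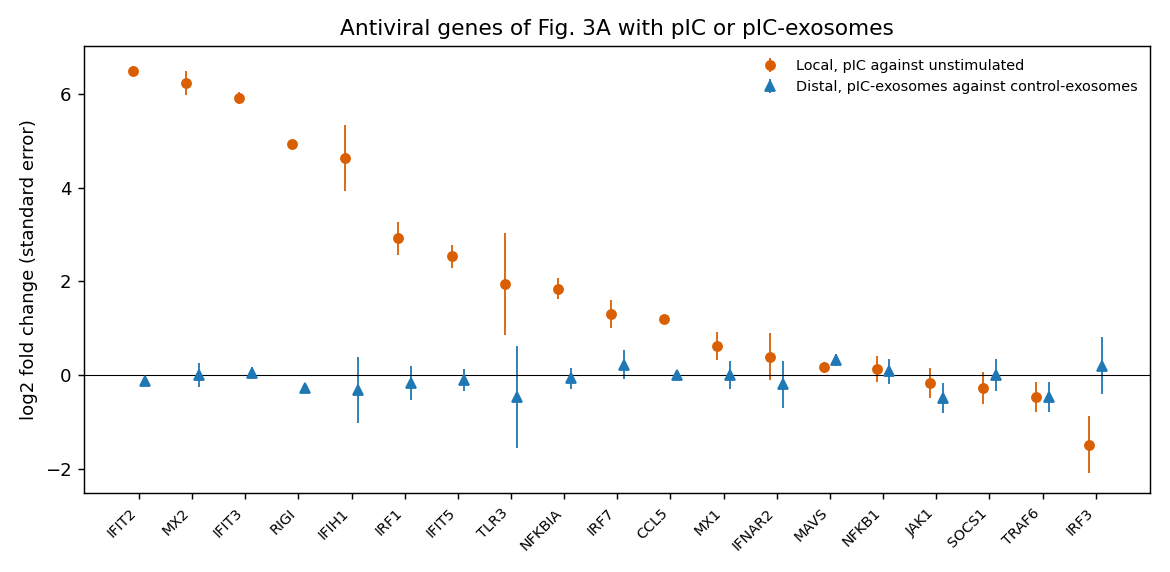
Log2 fold changes (y axis) of 19 genes of Fig. 3A (x axis) in local cells with pIC against unstimulated cells (circles) and in distal cells with pIC-exosomes against control-exosomes (triangles), each from 2 arrays against 2, with bars of 1 standard error on either side. The standard errors are from the fit of all 12 arrays, so a distal bar also holds the spread of the local arrays. IFIT2 has 6.49 in local cells and -0.12 in distal cells.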

The classical pIC response occurs via endosomally localized TLR3 binding pIC, or cytoplasmic MDA5 resulting in NF-κB activation and interferon production^2^ (Fig. 3B).

Distal cells exposed to pIC-exosomes were found to upregulate the following pathways: *TLR/RXR activation* and *RIG-1 like receptor* amongst several other inflammatory pathways (Supplementary Fig. 4b). 

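RIG-I-like receptors bind viral RNA in the cytoplasm and signal through MAVS on mitochondria to TBK1, IRF3 and NF-κB. RXR pairs with other nuclear receptors, PXR among them, and MAP kinases carry signals from receptors to transcription factors such as JUN. Supplementary Fig. 4b names TLR, RIG-I-like receptor, PXR/RXR, chemokine, extracellular matrix and MAPK pathways for distal cells with pIC-exosomes. Of 30 genes of RIG-I-like receptor signaling, 0 were called against control-exosomes by limma, also when adjusted over the list alone, and 2 were higher and 2 lower at an unadjusted p under 0.05. Their median log2 fold change was 0.04 (adjusted p = 0.729 from limma's camera). TLR signaling, with 38 genes, had 0 called by limma and 0 at an unadjusted p under 0.05 (adjusted p = 0.786 from camera). The PXR and RXR list of 25 genes and the MAPK list of 39 genes likewise had 0 called by limma and 0 at an unadjusted p under 0.05. Of 40 chemokine receptors and transducers, 0 were called by limma, 1 was higher when adjusted over the list alone, and 1 was higher and 1 lower at an unadjusted p under 0.05. PLCB3, a phospholipase downstream of chemokine receptors, had a log2 fold change of 0.87 and was not called (adjusted p = 0.114 from limma). Of 45 integrin and extracellular matrix genes, 0 were called by limma and 1 was higher at an unadjusted p under 0.05. The integrin subunit ITGA9 had 0.26 and was not called (adjusted p = 0.133 from limma). The 53 interferon-stimulated genes had 0 called by limma, with 1 higher and 1 lower at an unadjusted p under 0.05. In simulated data with the same spread in all groups, the fit called 22.8% of probesets changed by a log2 of 2 in this comparison. It called 4% of those changed by a log2 of 1. These shares are not split by level of expression, so they may not hold for genes near the lowest value. Of the 28 lists, camera called 1, the 32 ribosomal proteins, as higher (median log2 fold change 0.07, adjusted p = 0.0381), and 0 with an estimated correlation (adjusted p = 0.907), with 0 members called and 1 higher at an unadjusted p under 0.05 by limma. Camera called 0 lists without either local control, either distal control or either distal LPS array, and 2 without distal pIC replicate 1. Without distal pIC replicate 2, the list called was that of integrins and extracellular matrix, as higher (adjusted p = 0.00393), in place of the ribosomal proteins. After quantile normalization it called 0.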

To examine the temporal response of local and distal cells to pIC/pIC-exosomes, respectively, we evaluated changes in gene expression using qRT-PCR (Fig. 3D). Analyzing *IRF1, MAVS, IFN, STAT1* and *TRAF6* gene expression over 48 hours we observed that local cells responded to pIC stimulation between 6–12 hours, and that distal cells responded to pIC-exosome stimulation between 12–24 hours at comparable levels. Additionally, we found high concordance between local and distal cell gene expression using both microarrays and qRT-PCR (Fig. 3C).

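If the cargo of pIC-exosomes carried the response of the cells that made them, genes that change with pIC in local cells would change the same way in distal cells. Across 19775 genes, the log2 fold changes with pIC in local cells and with pIC-exosomes in distal cells had a Pearson r of -0.0798 and a Spearman rho of -0.0824. Genes are not independent replicates, so no p is given for a correlation across genes. Over the 246 genes called in local cells with pIC, r was -0.116. Without distal control replicate 1 or 2, r across all genes was -0.0076 or -0.125, and without distal pIC replicate 2 it was -0.0273. With LPS in local cells and LPS-exosomes in distal cells, r was -0.0992 and rho -0.0802, with -0.182 or -0.016 without local LPS replicate 1 or 2. No probeset was called in the same direction in local and distal cells, with 0 shared for pIC and 0 for LPS (limma). The number shared for LPS was 3 without either local LPS array, 1 or 3 without distal control replicate 1 or 2, and 5 or 2 without distal LPS replicate 1 or 2. For pIC it was 1 without either distal LPS array. The difference between the effect of pIC-exosomes in distal cells and that of pIC in local cells was also tested gene by gene. This difference in log2 fold change was -9.37 for IFIT1 (adjusted p = 5.23e-06 from limma), whose levels in unstimulated and distal cells are not told apart from background, and -5.22 for RIGI (standard error 0.10, adjusted p = 5.79e-06 from limma). For LPS, the same test gave -2.58 for IFIT1 (adjusted p = 0.00208 from limma). With the filter for low values, which IFIT1 passes, this LPS test called 0 probesets, so the call of IFIT1 was not kept. TRAF6, which the paper follows by qRT-PCR for both stimuli, had a log2 fold change of -0.46 with pIC in local cells and of -0.46 with pIC-exosomes in distal cells, and was not called in either. IRF1, also in that panel, had -0.16 in distal cells (95% interval -1.02 to 0.69). From the arrays and qRT-PCR together, the paper states that local and distal cells showed high concordance, citing Fig. 3C, whose legend sets fold changes by qRT-PCR against those by arrays, a comparison that the arrays alone cannot make.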

We found no carryover of pIC to distal cells by pIC-exosomes (Supplementary Fig. 2b). Distal gene expression after exposure to UV-irradiated pIC-exosomes showed a complete abrogation of changes in gene expression as detected by qRT-PCR (Fig. 3E). Exposing local cells to pIC for 6 hours and distal cells to pIC-exosomes for 24 hours lead to NF-κB activation as detected by PLA signal of the active P50-P65 heterodimer (Fig. 3F,G respectively), which was abrogated by UV-irradiation of pIC-exosomes (24 hours) (Fig. 3H).

### Effect of exosome uptake on macrophages

To understand the impact of exosome uptake on macrophage function *in vivo,* mice were injected with either PBS, control-exosomes, pIC-exosomes or free pIC ligand. We verified the uptake of control- and pIC-exosomes by macrophages in murine lymph nodes using co-localization of fluorescently labeled exosomes and CD11b (Supplementary Fig. 7). Lymph nodes were extracted at 48 hours post injection followed by isolation CD11b macrophages and subsequent analysis by RNA-Seq. Whole lymph nodes were sectioned to verify protein expression by immunohistochemistry (Fig. 4A).

The relative gene expression of macrophages with PBS, control- and pIC-exosomes is depicted for selected genes (Fig. 4B). pIC-exosomes strongly polarize the macrophages to an M1 like state with a significant shift in gene expression, while control exosomes show an intermediate phenotype (Fig. 4B), although when free_pIC ligand was injected, the response in the macrophages was much lower than both control and pIC_exosomes (Supplementary Fig. 11b,c). However, free_pIC ligand did have an effect on the macrophages when compared to PBS (Supp Fig. 11a).

Macrophages with pIC-exosomes *in vivo* show an enrichment of pro-inflammatory pathways including *NF-κB signaling* and *Chemokine signaling pathways* (Supplementary Fig. 6a). A complete list of genes enriched in pIC-exosomes with respect to PBS and control exosomes is provided (Supplementary Tables 3–4). The gene expression of M1 markers was validated using qRT-PCR (Fig. 4C). We find that macrophages from mice with pIC-exosome injection had a significantly higher expression of all the selected M1 markers when compared to control-exosomes (Fig. 4C). The correlation between macrophage gene expression with PBS, control- or pIC-exosomes determined by RNA-Seq and validation by qRT-PCR was high (Supplementary Fig. 6b). Whole lymph node sections with pIC exosomes showed high expression of *Il12, Nos2, Cd86,* and *MhcII*, while sections with control-exosomes showed low to no expression of the same markers (Fig. 4D, Supplementary Fig. 8).

### Impact of lymphatic trafficking of exosomes on draining lymph node retention

To investigate differences in lymphatic transport of control and pIC exosomes, mice tails were imaged using the NIR system described previously^18^. We observed that the kinetics of transport of pIC exosomes in both the dominant and non-dominant vessel was considerably higher than that of control-exosomes in both lymphatic vessels (Fig. 5A, Supplementary Fig. 9a–h). Similarly, pIC-exosomes were retained to a much higher extent in the draining lymph nodes as compared to control-exosomes, a difference that can be seen as early as 5 minutes after intradermal injection (Fig. 5B, Supplementary Fig. 9i–l). The transport times and packet frequencies of control- and pIC-exosomes were not significantly different in the vessels or lymph nodes (Supplementary Fig. 10). The total packet transport, which is a measure of the indicative of total pump flow that takes into account both the amplitude of lymphatic contraction and the frequency of pumping, is significantly higher for pIC-exosomes than control exosomes (Fig. 5C). Taken together, this data suggests that exosomes released from pIC stimulated cells enhance lymph flow and the subsequent retention of exosomes at the lymph node.

To understand the impact of exosome retention on the lymph node *in vivo,* the lymph nodes were extracted at 48 hours post exosome injection and analyzed by RNA-Seq (Fig. 5D, Supplementary Table 5). Pathway analysis of whole nodes comparing pIC-exosomes with PBS shows an increase in pro-inflammatory signaling pathways (Fig. 5E). We extracted the gene expression of the 546 genes utilized to estimate the abundance of 22 immune subsets based on the CIBERSORT algorithm, extending the algorithm to utilize our RNA-Seq data^23^. Using this analysis we found evidence of neutrophil, mast cell and monocyte recruitment in the pIC-exosomes group as compared to the PBS and control-exosome groups. The relative gene expression of whole nodes with PBS, control- and pIC-exosomes for selected neutrophil markers is shown in Fig. 5F. When the changes in gene expression of the four groups, viz. PBS, control exosomes, pIC exosomes and free_pIC are compared, pIC exosomes still generate the strongest response in whole lymph nodes, but interestingly, free_pIC has an effect equivalent to control exosomes, both of which are stronger than PBS (Supp Fig. 12a–c). The gene expression of neutrophil recruitment markers and inflammatory signals in the whole node was validated using qRT-PCR (Fig. 5G). We find that whole lymph nodes from mice with pIC-exosome injection had a significantly higher expression of all the selected genes when compared to control-exosomes (Fig. 5G).

Whole lymph node sections with pIC exosomes showed high expression of *Gr1* and *Ly6g* while sections with control-exosomes showed low to no expression of the same markers (Fig. 6A,B respectively).

Finally, our model for exosome mediated cell-cell communication in the dissemination of the TLR response is shown (Fig. 6C). We have shown that both LPS- and pIC-exosomes elicit a pro-inflammatory or antiviral gene response *in vitro* that is characterized by the activation and localization of NF-κB in the nucleus. Furthermore, exosomes are taken up by macrophages and polarized to a M1-like pro-inflammatory state characterized by the increased expression of *Il12* and *Nos2* while the node is reprogrammed to recruit neutrophils and shows increased inflammation.

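LPS and pIC act through different sensors in the cells that are stimulated, although both can lead to IRF3 and NF-κB. Exosomes that carried these signals might leave partly different patterns in the cells that take them up. Distal cells with LPS-exosomes and with pIC-exosomes were therefore compared with each other. Of the probesets tested, 6 were higher and 14 were lower with LPS-exosomes (limma, 2122 with an unadjusted p under 0.05), and with each array's median subtracted 3 were higher and 11 lower. The distal LPS arrays had the lowest values of the 5′ control probeset of GAPDH, 5.72 and 3.96 against 6.41 to 7.73 in the other distal arrays. With only the groups compared, 3 probesets were called, and 0 of the 20 calls of the main fit were among them. The low-value filter called 3, treat 3 and an intensity trend 8. Of the genes shown, 5 were called in the main fit, and were picked out only after their values were seen. None of these 5 was called with only the groups compared. EDNRB-AS1 and LOC105379499 were lower with LPS-exosomes, with log2 differences of -2.09 and -1.29. EDNRB-AS1 lies within 0.1 of the lowest value with LPS-exosomes, so its difference is a lower bound. JDP2, a repressor of AP-1 transcription, was higher by 1.26, RPS4Y1 by 0.55, from a level near the lowest value, and FOXN3-AS1 by 0.49. Whether the RPS4Y1 value with LPS-exosomes is signal or background was not tested. None of the 28 gene lists was called by camera or by fry in either test (smallest adjusted p = 0.0521 from camera). Without distal LPS replicate 1 or 2, 371 or 102 probesets were called, 97 or 85 without distal pIC replicate 1 or 2, and 39 without either distal control array. Against control-exosomes, the changes with LPS- and pIC-exosomes had an r of 0.477 across genes, 0.660 without distal control replicate 2 and 0.325 without distal pIC replicate 2. Comparisons that share a control correlate by construction, and simulated data with no effect gave a mean r of 0.502 (0.473 to 0.537). Of the probesets called against control-exosomes, 3 were lower with both kinds of exosomes, against a mean of 1.1 in the simulated data. Those with a gene symbol belong to ZNF214 and FBLN1. The value of ZNF214 was 3.59 with control-exosomes, 2.47 with LPS-exosomes and 2.56 with pIC-exosomes, and 2.47 in unstimulated local cells.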

## Discussion

The ability of the immune system to recognize and respond to foreign organisms is essential to survival and TLR’s play a central role in this response^6^. Exosomes have many distinct roles that vary depending on their cell of origin, from modulating the immune response^13^, to cancer progression and immune evasion^14^. Here, for the first time we show that distal target cells are primed to respond to imminent pathogen attack via TLR mediated NF-κB activation and results in secretion of pro-inflammatory cytokines.

Our experiments demonstrate reproducible perturbations of distal cells with minimal to nonexistent agonist carryover demonstrating the importance of the immune state of the cell of origin. We observe a ~12–18 hour shift in distal cell response likely corresponding to the time required for exosome uptake, unpacking and release of contained biomolecules within the distal cells. Similar timing has been noted for luciferase mRNA delivery and subsequent expression within a glioblastoma exosome delivery model^24^. Additionally, exosomal RNA was able to recapitulate the inflammation and apoptosis in cells post *M. tuberculosis* infection^25^. UV-irradiation of exosomes efficiently degrades RNA and we show completely abrogates the immune-related effector function of exosomes derived from TLR stimulated cells (Supplementary Fig. 3). We, like others before us, suggest that RNA is likely the key contributor to the effects observed since the relative dose of UV light in this experiment completely degrades RNA but has minimal potential to degrade/inactivate protein^26^,^27^.

The discovery of pathogen derived components from infected cells and the subsequent effect on immune activation is well studied^28^. Here we show recapitulation of infection response via exosomes from TLR stimulated cells underscoring the contribution of the host cell to the pathogen response. Furthermore, we provide a model to delineate the contribution of the host and pathogen to the response elicited in distal cells post exosomes exposure.

We also show that exosomes derived from TLR stimulated cells epigenetically modify distal cells to be refractory to further LPS stimulation (i.e. undergo endotoxin tolerance), thus protecting these distal cells from uncontrolled inflammation^22^. While the TLR response and endotoxin tolerance is well characterized in immune cells, it is less understood in non-immune cells^2^. To our knowledge this is the first study to demonstrate that exosomes from non-immune cell origin can i) epigenetically modify and ii) convey TLR-specific information to downstream cells. Further studies are needed to understand the contribution of exosomes from non-immune cells to the innate and adaptive immune response.

The biological importance of exosomes in the crosstalk between cancer cells and the immune subsets is a growing area of research. Ovarian cancer is associated with one of the highest mortalities^29^ and survival statistics have not improved significantly over the past three decades^30^, highlighting the need for better understanding the tumor microenvironment. Inflammation is a hallmark of *in situ* tumors and has important implications for cancer cell survival, proliferation and migration^31^. TLR activation of the tumor microenvironment impacts tumor growth kinetics^32^,^33^,^34^, and actively contributes to inflammation and tumor derived exosomes disseminate this information impacting cancer fate.

Administration of pIC in mouse models of melanoma, lung cancer and colon cancer elicited robust anti-tumor immune responses^35^, and our present work suggests that pIC exosomes derived from the site of pIC injection could be playing a role in this response. Interestingly, the injection of free_pIC ligand caused a weaker response than both control and pIC exosomes in macrophages and a weaker response than pIC exosomes in whole nodes indicating that exosomes are more efficient in transporting complex messages, than the free form of the corresponding ligand which needs to rely on the tissue resident APC transport to reach the lymph node and elicit the same effects. This has important implications in designing immunotherapeutics and researchers would be wise to consider the potential role of exosomes derived from TLR activated cells and their potential to impact on diverse cancer immunotherapy regiments.

SCS macrophages were shown to play roles in suppressing the spread of melanoma thus enhancing immunity^36^. We previously showed an important role for SCS macrophages in exosome retention^18^ which we expand to demonstrate that ovarian cancer-derived exosomes are capable of inducing an inflammatory response via *Il12 and Nos2* in macrophages *in vivo. Nos2* results in nitric oxide (NO) production by macrophages aids in cytotoxic activity against viruses and bacteria^37^, reduces lymphatic contractions^38^ and inhibits ovarian cancer growth^39^. While previous papers have demonstrated modulation of macrophage function after cancer exosome uptake^40^, this study extends the paradigm to show that the biological state of the cell of origin can have strong effects on the type of response elicited.

The ability of pIC exosomes to rapidly modulate lymphatic function within minutes of injection, to increase transport and nodal retention is striking considering that careful attention was taken to ensure total exosome dose, total fluorescence, and total injected volume were the same between all measurement groups. Collecting lymphatics vessels are known to exhibit fast functional responses to their environment^41^ through direct mechanical or biological stimuli. Thus the response observed here could be the result of the direct interaction of exosomes with lymphatics, interactions with the immune cells that reside within the lymphatic wall^42^ or through an indirect effect of the exosomes at the injection site on lymph formation. Furthermore, the enhanced NO signaling seen in lymph node resident immune cells 48 hours later, suggests that exosomes could continue flow modulation via immune cell mediated NO release, as has been shown in other inflammatory models^38^. The data shown here is the first evidence that exosomes could directly be involved in modulating flow to the lymph node, a significant finding since the enhanced lymphatic function also leads to enhanced uptake of the exosomes within the cells of the draining lymph node. Given the reliance of exosomes and immune cell trafficking on lymphatic transport, the impact of exosome-mediated flow modulation, either through NO secretion by macrophages or some other unidentified mechanism, on the subsequent immune response warrants further study.

Neutrophils release cytokines and chemokines to coordinate the innate and adaptive immune responses and play active roles in antigen presentation^43^. We saw an enrichment of neutrophil recruitment signals including FPR1 and CXCR2^44^ in the whole node accompanied with an increase in pro-inflammatory cytokines, such as IL1B. Thus, the lymph node microenvironment is being reprogrammed by exosomes to respond to the signals sent by the parent cells.

The ability of exosomes to carry siRNA, drugs, proteins and other molecules makes them ideal therapeutic vehicles^45^. Several promising clinical trials for exosome based therapeutics were unable to get reproducible results in patients and we show that minor perturbations to the biological state of the cell of origin can contribute to exosome effector function. We show that TLR-exosomes have distinct and rapid kinetics, and that they can deliver fundamental innate immune signals faithfully. We show that UV irradiation can fundamentally reset the effector signal of pIC exosomes to control-exosomes, but it is not clear if this will reset the kinetics of lymph node transfer. Our work points out the potential of TLR-exosomes for therapeutic use, but it is also a cautionary tale of the how exosomes kinetics and effector function are a definite product of the physiological state of the cell of origin.

## Materials and Methods

### Cell culture and TLR stimulation

Fetal bovine serum (Atlanta Biologicals, Lawrenceville, GA) was centrifuged for 15 hours at 120,000 g, 4 °C to remove exosomes and was used to make exosome free cell culture media. HEY cells (Cedarlane Labs, Ontario, Canada) were cultured in RPMI 1640 (Mediatech, Manassas, VA) supplemented with 10% exosome free fetal bovine serum, 2 mM L-glutamine, 10 mM HEPES buffer (both from Mediatech), penicillin (100 U/ml), and streptomycin (100 μg/mL) (Thermo Fisher Scientific, Waltham, MA) for 48 hours and the culture media was used for isolation of exosomes by ultracentrifugation. Ultra-pure *E. coli* K12 LPS and poly(I:C) (Invivogen, San Diego, CA) were used to treat cells at concentrations of 100 ng/mL and 10 μg/mLrespectively for most experiments. Fluorescent LPS- Alexa Fluor 594 (Thermo Fisher Scientific) and poly(I:C) Rhodamine (Invivogen) were used at the same concentration to determine exosome mediated carryover.

### Exosome isolation and characterization

Conditioned media was collected from HEY cells (with or without TLR agonist treatment) at 90% confluence for exosome isolation. Briefly, the culture media was spun at 300 g, for 10 minutes to remove dead cells followed by a spin at 16,500 g, 20 min. The supernatant was then filtered through 0.22 μm filters and centrifuged at 120,000 g for 120 min. The pellet containing exosomes was re-suspended in a suitable volume of PBS. Roughly 40 mL of conditioned media gave us around 70–100 ug of exosomes as determined by the BCA Assay (Pierce). The size homogeneity of vesicles obtained was checked using a Zetasizer Nano ZS90 (Malvern Instruments Ltd, Worcestershire, UK) and quantified using Pierce BCA Protein assay kit (Thermo Fisher Scientific).

### Flow cytometry

To analyze the expression of exosomal surface markers, 4 μm aldehyde/sulfate latex beads (Thermo Fisher Scientific) were coated with anti-CD9 antibody (BD Biosciences, San Diego, CA; Cat: 555370) overnight and incubated with 30 μg of exosomes. The exosome-beads complexes were probed with human anti-CD81-PE (BD Biosciences; Cat: 555676) or human anti-CD63-PE (BD Biosciences; Cat: 557305) and data was acquired on a LSR II Flow cytometer (BD Biosciences). Data analysis was performed using the FloJo software (FlowJo version 10, Ashland, OR).

### Confocal microscopy

The exosomes were labeled using PKH67 Green Fluorescent Cell Linker Kit for General Cell Membrane Labeling (Sigma-Aldrich, St. Louis, MO) as per the manufacturer’s instructions. Briefly, exosomes in PBS were added to 500 μL of Diluent C and 2 μl of PKH67 dye was added to 500 μL of Diluent C. The two solutions were mixed and incubated for 5 min at room temperature. 1 ml of 1% BSA was added to stop the reaction. The labeled exosomes were centrifuged at 120,000 g for 70 min to remove excess dye. Labeled exosomes were added to 5*10^5^ cell suspension, mixed gently for 2–3 min and seeded in 6-well plates. The cells were imaged after 24 and 48 hours using a Zeiss LSM 700 Image processing and data analysis were performed using the ZEN imaging software (Zeiss, Germany).

### Scanning electron microscopy

Exosomes were fixed with 3.7% glutaraldehyde (Sigma–Aldrich) on carbon stubs for 15 min. After washing twice with PBS, the fixed exosomes were dehydrated with an ascending sequence of ethanol (40%, 60%, 80%, 96–98%). After evaporation of ethanol, the samples were left to dry at room temperature for 24 h on a glass substrate, and then analyzed by Hitachi Cold Field Emission SEM SU8200 (Hitachi High-Tec, Tokyo, Japan).

### UV treatment of exosomes

Exosomes from control, and TLR agonist stimulated cells were re-suspended in PBS were then subjected to UV-light (254 nm) for 30 mins at 4 °C to neutralize RNA carried within similar to previous studies^27^.

### Nucleic acid extraction from exosomes

Exosomal RNA was extracted from exosome samples using the QIAamp viral RNA mini kit (Qiagen), and RNA was eluted with 40 μL buffer AVE, according to the manufacturer’s instructions. RNA quality and quantity was analyzed using Nanodrop and Agilent Bioanalyzer chips.

### Western blotting

The total protein was extracted from cells and exosomes using modified RIPA buffer (Thermo Fisher Scientific) and cell debris was removed by centrifugation. Equal amounts of protein (15–20 μg) were then separated on polyacrylamide gels, transferred onto PVDF membranes (Bio-Rad, Hercules, CA, USA) and blotted using mouse anti-human CD81 Antibody (BD Biosciences; Cat: 555676). Membranes were developed using SuperSignal™ West Dura Extended Duration Substrate (Thermo Fisher Scientific).

### Microarray procedure and data analysis

Total RNA was isolated from control and TLR stimulated parental and recipient cells (grown with exosomes) after 48 hours using RNeasy mini RNA isolation kit (QIAGEN, Valencia, CA). The integrity of the RNA was verified using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). mRNA’s were converted to double stranded DNA and amplified using the Applause 3′-Amp System (NuGen, San Carlos, CA). This cDNA was fragmented and biotin labeled using the Encode Biotin Module (NuGen), hybridized to Affymetrix HG U133 Plus 2.0 oligonucleotide arrays and analyzed with a Gene Chip Scanner 3000 (Affymetrix, Santa Clara, CA). Raw data in the form of CEL files were produced by the Affymetrix GeneChip Operating System (GCOS) software.

mRNA microarray data were analyzed using the Expression Console software (Affymetrix) and Bioconductor tools^44^ written in the R statistical programming language (www.rproject.org). Pre-processing of raw signal intensities and normalization was performed using GCRMA (R). Linear modelling of the transformed data was determined by using Limma^45^ in R with the Benjamini and Hochberg correction. Differentially expressed probesets were identified using a threshold 5% FDR correction and a fold change ≥1.4 was applied. The microarray data has been uploaded to GEO (Gene Expression Omnibus, accession number GSE81248).

### Real-time quantitative PCR (qRT-PCR)

Parental HEY cells were grown with or without LPS or poly(I:C) stimulation and total RNA from the cells was collected at 2 h, 6 h, 12 h, 24 h or 48 hours. Similarly, control, LPS or poly(I:C) exosomes were added to recipient cells and total RNA was collected from cells grown with exosomes at 2 h, 6 h, 12 h, 24 h and 48 hours respectively. Total RNA from macrophages as well as parental and recipient cells was extracted using an RNeasy plus kit (QIAGEN), and cDNA was generated with SuperScript VILO cDNA Synthesis Kit (Thermo Fisher Scientific). Analysis was done on a Strategene Mx3005 P System (Agilent Technologies) with SYBR Green PCR master Mix (Thermo Fisher Scientific). The (intron spanning) primers were used for quantitative real-time PCR are shown in Supplementary Tables 1 and 2. The fold change was calculated using the ΔΔCt method. All analyses were run in Prism 6 (GraphPad Software Inc, La Jolla, CA) and all data is presented as mean ± standard deviation.

### Proximity Ligation Assay (PLA)

HEY cells were cultured on 12-mm glass cell culture coverslips (Thermo Fisher Scientific). Cells were washed three times with phosphate-buffered saline (PBS) and then fixed for 15 min in PBS with 4% paraformaldehyde. After washing with gentle shaking, cells were permeabilized for 5 min with methanol and washed. The proximal-ligation assay to detect the interaction of p50 with p65, anti- NF-κB p50 (Santa Cruz Biotech, Dallas, TX; Cat: sc-8414) and anti-NF-κB p65 (Santa Cruz; Cat: sc-372) and for p65- SIRT1 interaction, anti-NF-κB p65 (Santa Cruz Biotech; Cat: sc-8008) and anti-SIRT1 (Santa Cruz; Cat: sc-15404) were used with a Duolink PLA assay kit (Sigma Aldrich). Images were acquired Zeiss LSM 700 (Zeiss).

### Animal study and handling

Exosomes from unstimulated (Control) and poly I:C stimulated HEY cells were dual labeled with PKH67 and near infrared dye using IRDye^®^ 800CW Protein labeling kit (Licor, Lincoln, NE). Control or Poly I:C exosomes (total quantity = 10 μg) were injected intradermally into the tail of eight-week-old male Balb/C mice (Charles River Laboratories, Wilmington, MA) as described previously^18^ and euthanized on day two (t = 48 hours). PBS was mixed with PEGylated IRdye 800CW (Licor) and injected similarly as the experimental control. The LAL Chromogenic Endotoxin Quantitation Kit (Thermo Fisher Scientific) was used per the manufacturer’s instruction to measure LPS concentration on all injected exosomes to ensure no endotoxin crossover. All animal experiments were performed in accordance with National and European Commission guidelines for the care and handling of laboratory animals. The studies were approved by the Institutional Animal Care and Use Committee (IUCAC) review board at Georgia Institute of Technology (Protocol #A15051), under Public Health Service assurance of Office of Laboratory Animal Welfare guidelines).

### Lymph node extraction and macrophage isolation

The draining (sacral) lymph nodes, and control (axillary) lymph nodes were harvested from Control exosomes [Group 1; n = 10], poly I:C exosomes [Group 2; n = 10], PBS control [Group 3; n = 8] and free_pIC ligand [Group 4; n = 6). Harvested lymph nodes from all groups were digested with collagenase D (Roche Ltd., Mannhein, Germany) and homogenized using 70 μmpore size strainers as previously described^46^. Cells were centrifuged at 300 g, 4 °C, 5 mins and the pellet was resuspended in HBSS and used for either whole node sequencing or macrophage isolation. CD11b positive macrophages were pulled down with Anti-mouse CD11b magnetic particles (BD Biosciences; Cat: 558013) according to the manufacturer’s protocol. The isolated macrophages were resuspended in Trizol (Thermo Fisher Scientific) and stored at −80 °C till further analysis.

### Immunohistochemistry of frozen lymph node sections

One set of lymph nodes (both sacral and axillary) from both groups were snap-frozen in Tissue-Tek OCT (VWR, Radnor, PA) and sectioned at the Winship Cancer Institute’s Pathology Core. Frozen sections of excised sacral and axillary nodes were blocked in 10% BSA in PBS and incubated with primary antibody overnight, and then secondary antibody for 2 h. Primary antibodies were anti-CD86 (Cat: MA1-10299), anti-iNOS (Cat: PA3-030A), anti-MHCII (Cat: MA5-16913) [all 3 from Thermo Fisher Scientific] and anti-IL12A (Acris Antibodies, San Diego, CA; Cat: AM32704AF-N). These sections were detected using secondary antibodies conjugated with Alexa Fluor 647 or Alexa 680 (Thermo Fisher Scientific) and imaged by confocal microscopy using a Zeiss LSM 700.

### RNA-Seq: Macrophage and whole node RNA isolation and library prep

RNA was isolated from macrophages or digested whole nodes stored in Trizol (ThermoFisher Scientific) per the manufacturer’s instructions. Briefly, macrophages from control exosomes (n = 3), pIC exosomes (n = 3), PBS dye (n = 2) and free_pIC (n = 2) were homogenized for 20–30 sec with a rotor-stator homogenizer (Kimble Chase, Vineland, NJ). The sample lysates were then transferred to 2.0 ml Phase Lock Gels – Heavy (Eppendorf, Hamburg, Germany). Choloroform was added to each sample and centrifuged at 12,000 rcf for 10 min, and the upper aqueous layer was transferred to a new tube. The RNA was precipitated in isopropanol and washed in 75% ethanol according to the standard TRIzol protocol. The RNA pellet was then re-suspended in RNase-free water (Ambion, Austin, TX) according to the manufacturer’s instructions. RNA quantity and integrity were assessed by examining the relative intensity of 18s and 28s rRNA bands using an Agilent 2100 Bioanalyzer and RNA6000 Pico LabChip Kit (Agilent Technologies).

10 ng of Macrophage RNA was used as input to a Clontech Smart Seq v4 kit (Clontech labs, Mountain View, CA) to generate double stranded cDNA per the manufacturer’s instructions. The cDNA was quantified using the Qubit HS DNA kit (Thermo Fisher Scientific) and 1 ng was used to prepare libraries using a Nextera XT DNA library preparation kit (Illumina, San Diego, CA) per the manufacturer’s instructions.

250 ng of whole node RNA was used as input in a TruSeq Stranded mRNA library prep kit (Illumina) to generate cDNA libraries. Both libraries were quantified using a Qubit Fluorimeter (Thermo Fisher Scientific) and multiplexed samples were run on a HiSeq 2500 instrument (Illumina). Using 101 bp paired end sequencing we allocated ~40 million reads per library index.

### Data analysis

RNA seq analysis for the four conditions, each with two replicates, was performed using raw reads (101 bp, paired end) from an Illumina HiSeq 2000 machine. The reads were first aligned to the mouse reference genome (mm10, UCSC), using TopHat with default parameters. The transcripts were assembled from the aligned reads using Cufflinks, and the transcript abundance was calculated in terms of FPKM (fragments per kilobase of exon per million fragments mapped)^47^. To compare the expression profile of the different samples, we used Cuffdiff, a differential expression analysis tool provided with the Cufflinks package. The results from Cuffdiff were used to plot the gene expression distribution graphs using a custom R script.

The pathway analysis was performed using the GAGE RNA Seq workflow for pathway enrichment analysis^48^. The −Log10(P-value) of the pathways of interest was plotted in R. Details of the analysis and the custom R scripts used to generate the figures are publicly available at the Github web site https://github.com/shashidhar22/macrophageRnaSeq. The data is publicly accessible in Sequence read archive (SRA) under the accession numbers: SRP074717 and SRP074576.

All graphs were generated on Prism 6 (GraphPad Software Inc, La Jolla, CA) and data is presented as mean ± standard deviation.

### Near-infrared image analysis

Mice were imaged in the near-infrared system and all transport metrics were calculated as previously described^18^. Packet transport was calculated by integrating the fluorescence signal under the curve of each intensity spike. These intensity spikes have recently been shown to directly correlate with reductions in lymphatic diameter due to intrinsic lymphatic pumping^46^.

## Additional Information

**How to cite this article**: Srinivasan, S. *et al*. TLR-exosomes exhibit distinct kinetics and effector function. *Sci. Rep.* **7**, 41623; doi: 10.1038/srep41623 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Tables

Supplementary Movie 1

Supplementary Movie 2

## Figures and Tables

**Figure 1:**
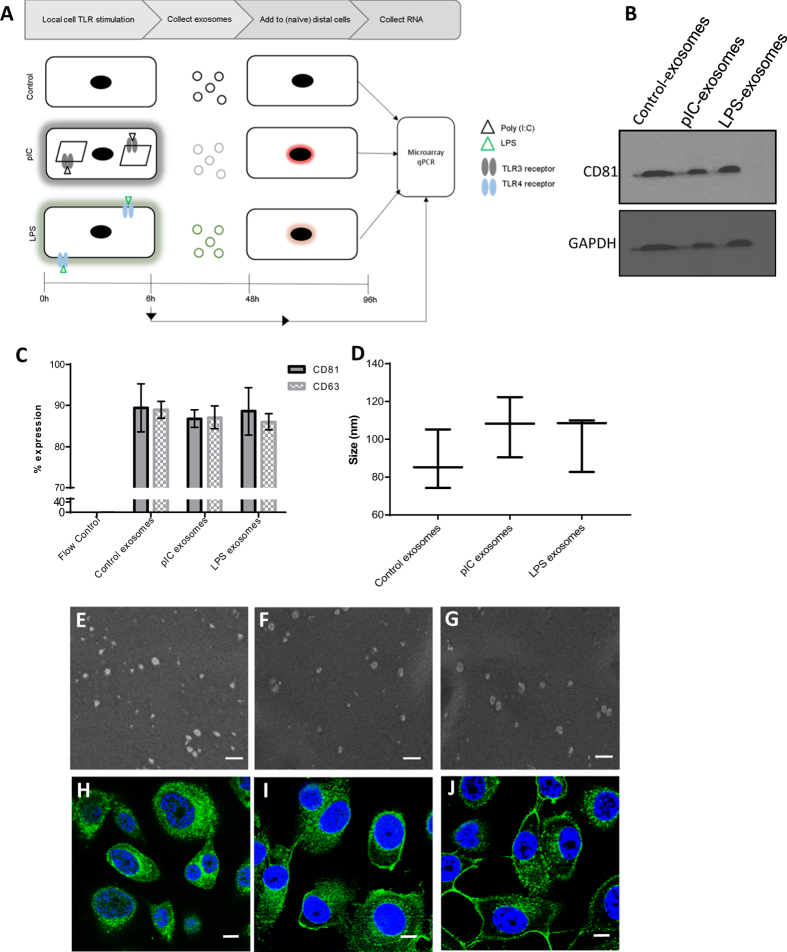
Experimental overview, biophysical and biochemical characterization of exosomes. (**A**) Schematic showing experimental overview with local cells either unstimulated or directly stimulated with TLR agonists pIC and LPS for 6 hours. Exosomes are collected from the local cells and exposed to distal cells for 24 hours and then both local and distal cells are profiled by microarrays. (**B**) Western blots of CD81 and GAPDH protein expression on control-, pIC- and LPS-exosomes. The bands specific to CD81 and GAPDH is depicted here and the whole blots are shown in Supplementary Fig. 1a,b. (**C**) Expression of CD81 and CD63 on the surface of control, pIC and LPS exosomes as quantified by flow cytometry. (**D**) Size distribution profiles of control, pIC and LPS exosomes quantified on a Zetasizer. Scanning electron micrographs of (**E**) Control-exosomes, (**F**) pIC-exosomes and (**G**) LPS-exosomes showing characteristic spherical shape. Scale bars, 500 nm. Confocal images of distal cells showing uptake of PKH67 labeled. (**H**) Control-exosomes, (**I**) pIC-exosomes and (**J**) LPS-exosomes. Scale bars, 10 μm.

**Figure 2:**
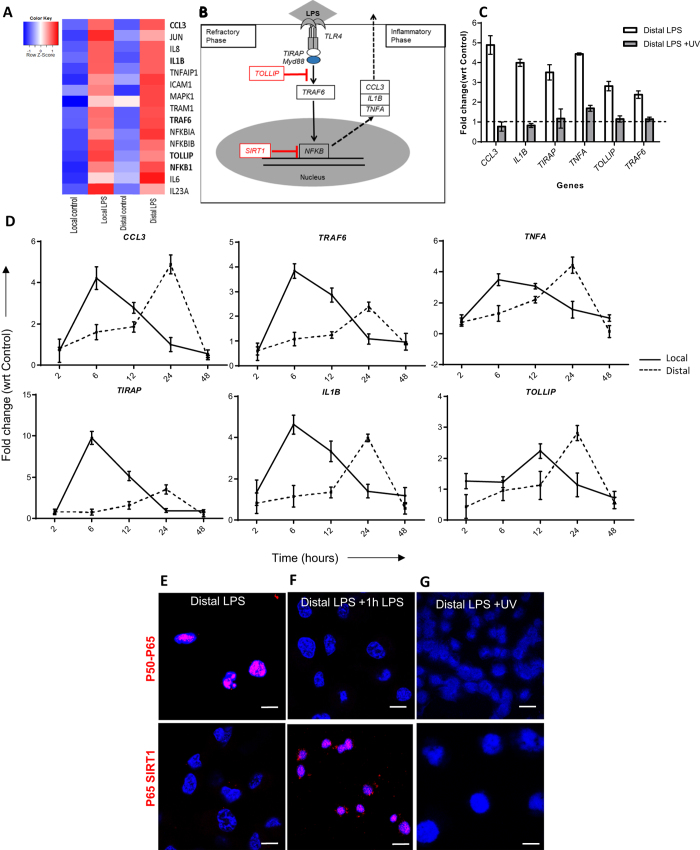
The LPS response in local and distal cells. (**A**) Heatmap of selected inflammatory genes involved in LPS response in local cells at 6 hours and distal cells at 24 hours. (**B**) Classical LPS response pathway showing the key genes and inhibitors that establish the initial inflammatory phase and the subsequent refractory phase. (**C**) Distal cell gene expression after exposure to either LPS-exosomes or UV irradiated LPS-exosomes (24 hours post exosome addition). (**D**) Time course of gene expression comparing local cell response to LPS (solid line) against distal cell response to LPS-exosomes (dotted line) for the genes shown. Proximity ligation assay showing (**E**) NF-κB activation state in distal cells with LPS-exosome stimulation as measured by colocalization of p50-p65 subunits, (**F**) SIRT1 mediated inactivation of NF-κB after re-stimulating distal cells with 1 hour of LPS as measured by co-localization of NF-κB subunit p65 with SIRT1 co-localization and (**G**) inactivation of NF-κB by pretreating LPS-exosomes with UV. Scale bars, 20 μm.

**Figure 3:**
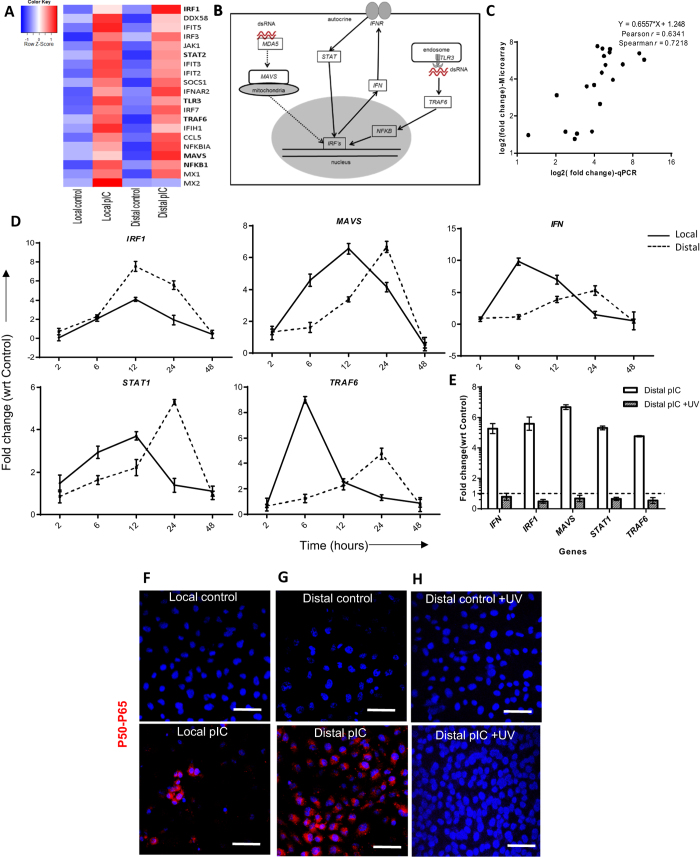
The pIC response in local and distal cells. (**A**) Heatmap of selected antiviral genes involved in viral RNA response in local cells at 6 hours and distal cells at 24 hours. (**B**) Pathways of intracellular response to pIC showing both the cytoplasmic recognition pathway on the left and the endosomal pathway on the right. (**C**) Scatter plots showing the correlation between the fold change detected via qRT-PCR when compared to microarrays. (**D**) Time course of gene expression comparing local cell response to pIC (solid lines) against distal cell response to pIC-exosomes (dotted lines) for the genes shown. (**E**) Distal cell gene expression after exposure to either pIC-exosomes or UV irradiated pIC-exosomes (24 hours post exosome addition). Verifying NF-κB activation in (**F**) local cells treated with pIC for 6 hours, (**G)** distal cells treated with pIC-exosomes for 24 hours or (**H**) distal cells with UV treated pIC-exosomes for 24 hours confirming the co-localization of P50-P65 subunits using a proximity ligation assay. Scale bars, 50 μm.

**Figure 4:**
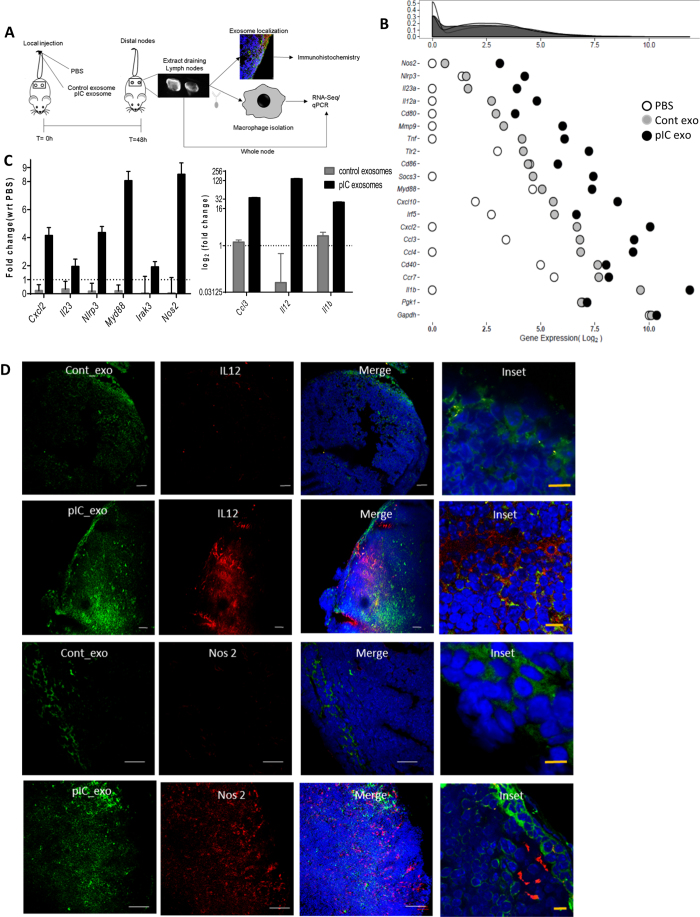
Effect of exosome uptake on macrophages. (**A**) Schematic showing mouse study with injection of either PBS, control-, or pIC-exosomes locally followed by excision of distal draining lymph nodes, isolation of macrophages and analysis of macrophage gene expression by next generation sequencing. (**B**) Relative expression of key M1 and housekeeping genes in macrophages after exposure to PBS, control- or pIC-exosomes. (**C**) Validation of key M1 genes in macrophages with control- or pIC-exosomes as compared to PBS by qRT-PCR. (**D)** Validation of M1 markers Nos2 and Il12 expression in lymph node sections after exposure to control- or pIC-exosomes. White scale bars, 50 μm, yellow scale bars, 10 μm.

**Figure 5:**
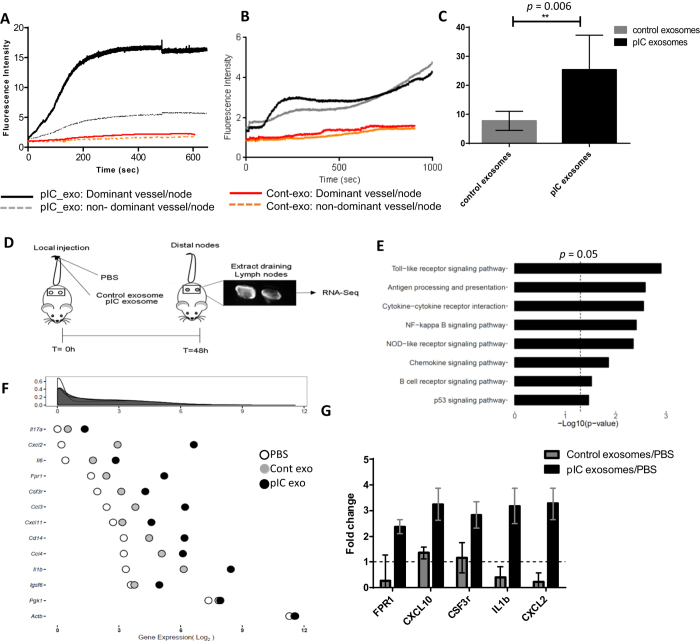
Impact of lymphatic trafficking of exosomes on draining lymph node retention. (**A**) Kinetics of lymphatic vessel transport comparing control- and pIC-exosome trafficking in the dominant and non-dominant vessels. (**B)** Comparison of kinetics of draining lymph node retention of control- and pIC-exosomes in dominant and non-dominant nodes. (**C**) Lymphatic packet transport of control- and pIC-exosomes. (**D)** Schematic of experiment showing PBS, control- or pIC-exosomes in mouse tail, followed by lymph node extraction at 48 hours followed by RNA-Seq of whole lymph nodes. (**E)** Pathway analysis showing pathways enriched in pIC-exosomes in whole nodes with respect to PBS and (**F**) Relative expression of key neutrophil markers in whole lymph nodes after exposure to PBS, control- or pIC-exosomes. (**G**) Model of TLR-exosome action showing transmittance of local cell TLR activation to distal cells resulting in a pro-inflammatory response both *in vitro* and *in vivo.*

**Figure 6:**
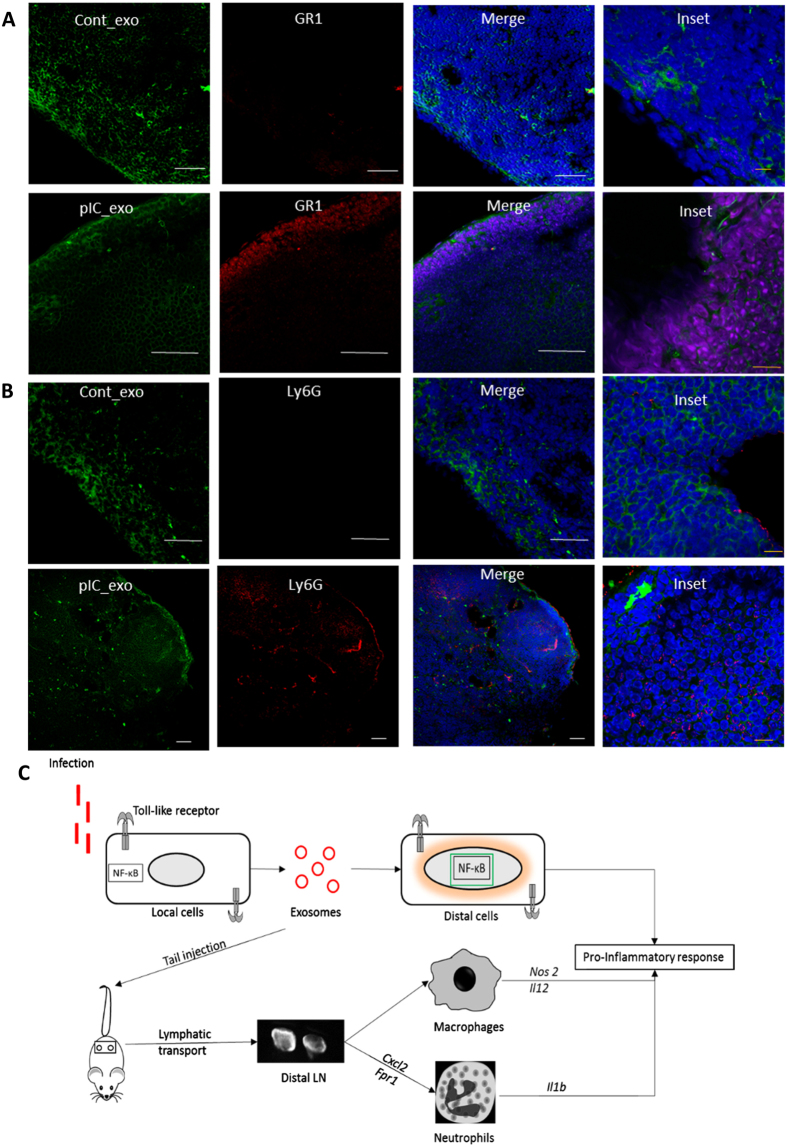
Validation of neutrophil recruitment to node. (**A**) Immunohistochemistry of lymph node sections showing increase of neutrophil markers after pIC exosome uptake (**A**) GR1 expression and (**B**) Ly6G expression after control and pIC exosome uptake. (**C**) Model of exosome action showing transmittance of local cell TLR activation to distal cells resulting in a pro-inflammatory response both in *vitro* and *in vivo*.

# Supplementary material for: TLR-exosomes exhibit distinct kinetics and effector function
**Source:** Sci Rep. 2017 Mar 14;7:41623. doi: 10.1038/srep41623
**Supplement:** Supplementary Information

# Supplementary: TLR-exosomes exhibit distinct kinetics and effector function

Swetha Srinivasan, Michelle Su, Shashidhar Ravishankar, James Moore,  
Pamela Sara E Head, J Brandon Dixon, Fredrik O Vannberg

Supplementary figure 1: Characterization of exosomes used in the study

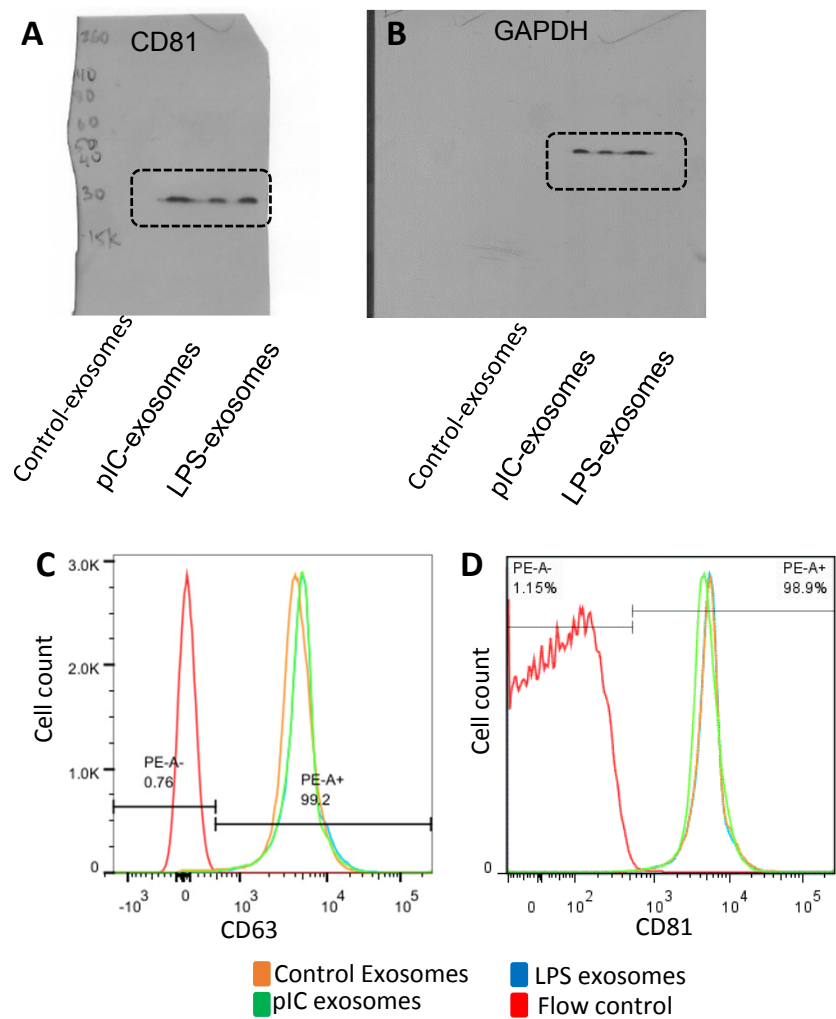

**Supplementary figure 1:** Characterization of exosomes used in the study. (a) Complete western blot of CD81 with control, pIC and LPS exosomes. Flow cytometry showing (b) CD63 and (c) CD81 levels on the exosomes.

## Supplementary figure 2: Estimating TLR agonist carryover by exosomes

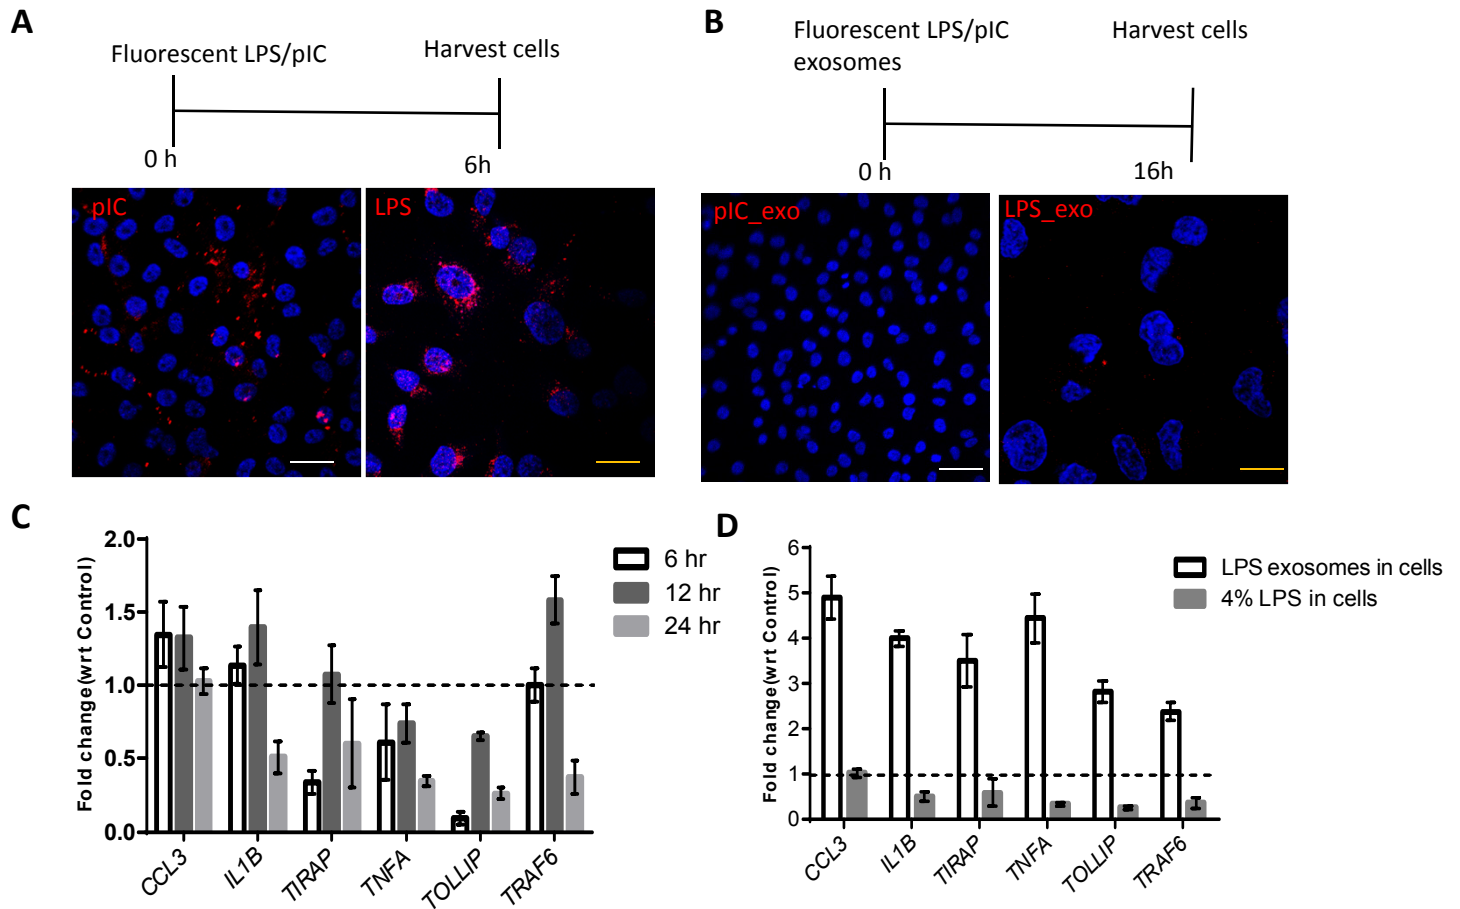

**Supplementary figure 2:** Estimating the carryover of TLR agonist from local cells to distal cells by exosomes. Confocal images showing (a) LPS-AF594 and pIC- Rhodamine uptake by parental cells and (b) exosomes from local cells treated with LPS-AF594 and pIC- Rhodamine added to distal cells to show no PIC and 4% LPS carryover. Scale bars, 50  $\mu$ m. (c) Time course of gene expression in local cells after stimulation with 4% LPS and (d) Comparison of gene expression at 24 hours between local cells stimulated with 4% LPS and distal cells stimulated with LPS exosomes.

Supplementary Fig. 3: The LPS response in parent cells and recipient cells

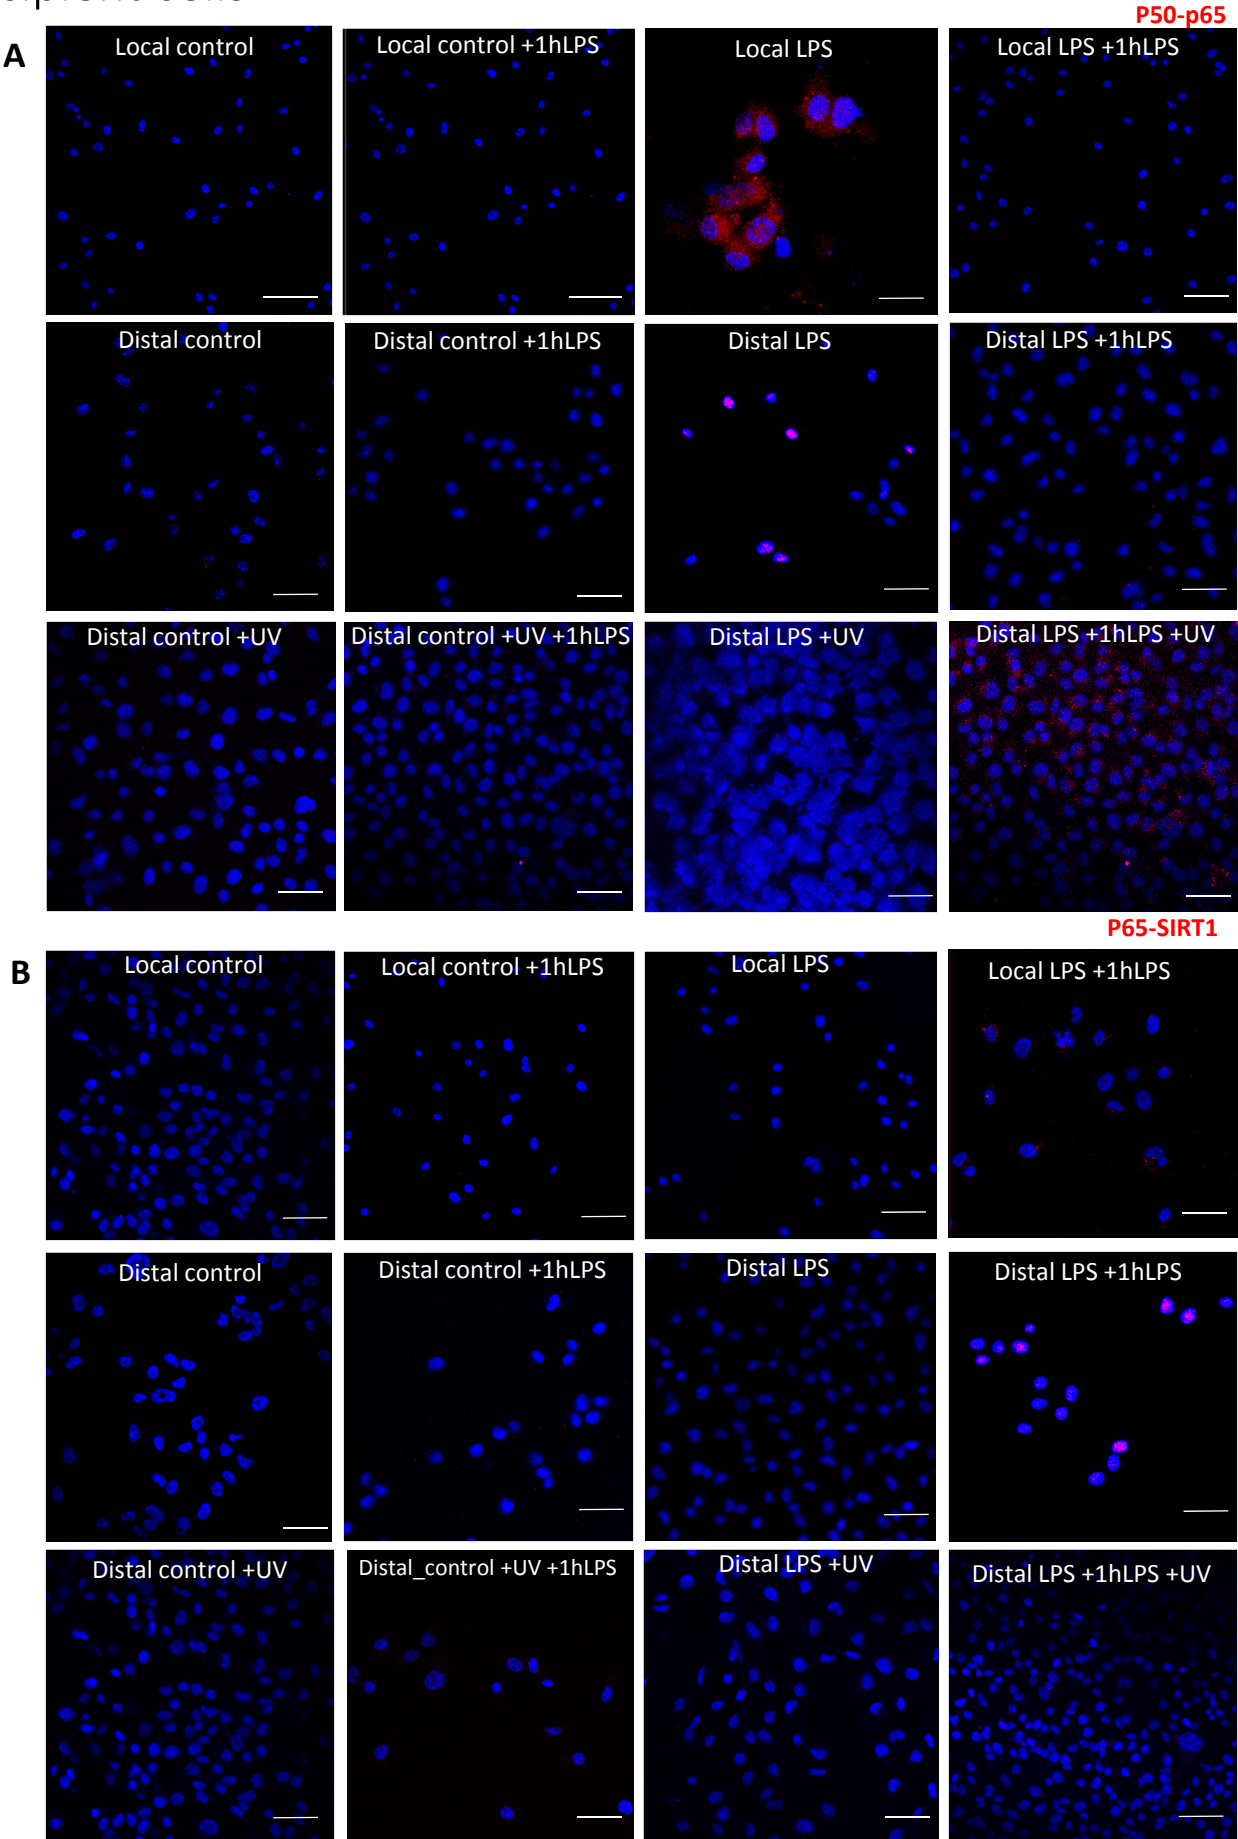

**Supplementary Fig. 3:** The LPS response in local and distal cells. Proximity ligation assay showing (a) the P50-P65 co-localization and (b) P65-SIRT1 in the cells indicated

# Supplementary Figure 4: Pathways analysis of distal cells from microarray data

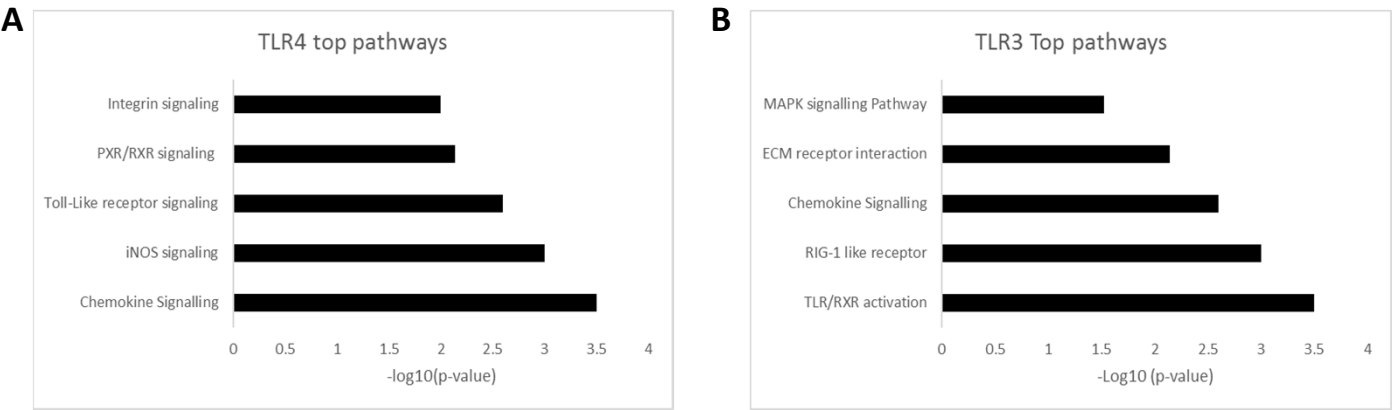

Supplementary Figure 4: Pathways analysis of distal cells from microarray data. Pathways enriched in distal cells stimulated with (a) LPS exosomes and (b) pIC exosomes

# Supplementary Fig. 5: Effect of UV on the nucleic acid content of exosomes

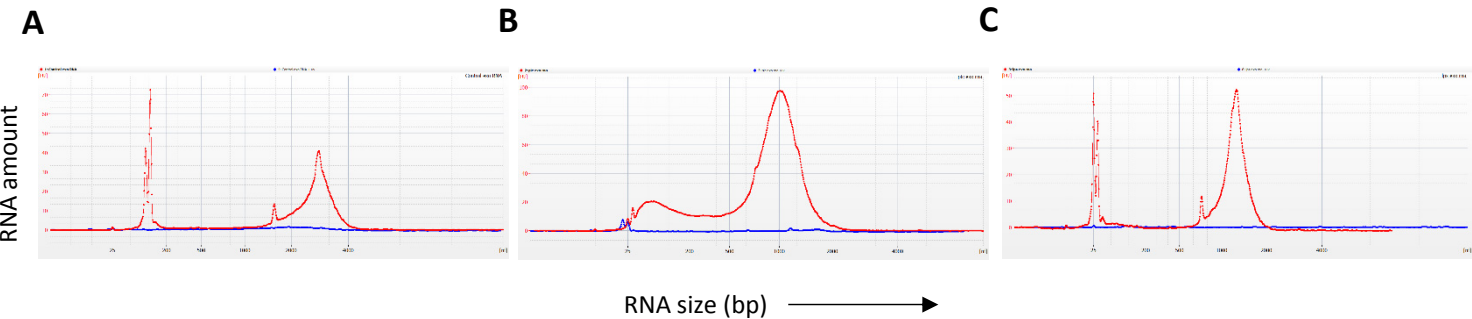

**Supplementary Fig. 5:** Effect of UV on nucleic acid content of exosomes. RNA size distribution profiles obtained on a Bioanalyzer pico RNA chip of (a) Control exosomes , (b) pIC exosomes, and (c) LPS exosomes ; before (red lines) and after UV treatment (blue Line)

# Supplementary Fig. 6: RNA-Seq of distal macrophages

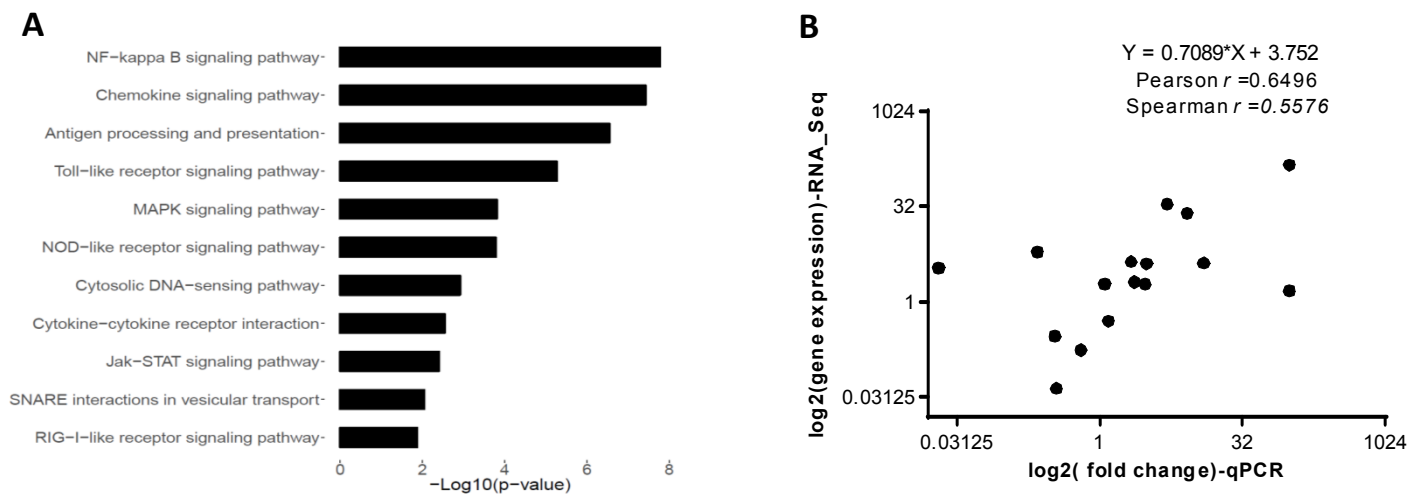

**Supplementary Fig. 6:** RNA-Seq of distal macrophages. (a) Pathways enriched in distal macrophages with pIC exosomes as compared to PBS. (b) Scatter plots showing the correlation between the fold change detected via qPCR when compared to RNA-Seq

Supplementary Fig. 7: Macrophages retain both control and pIC exosomes

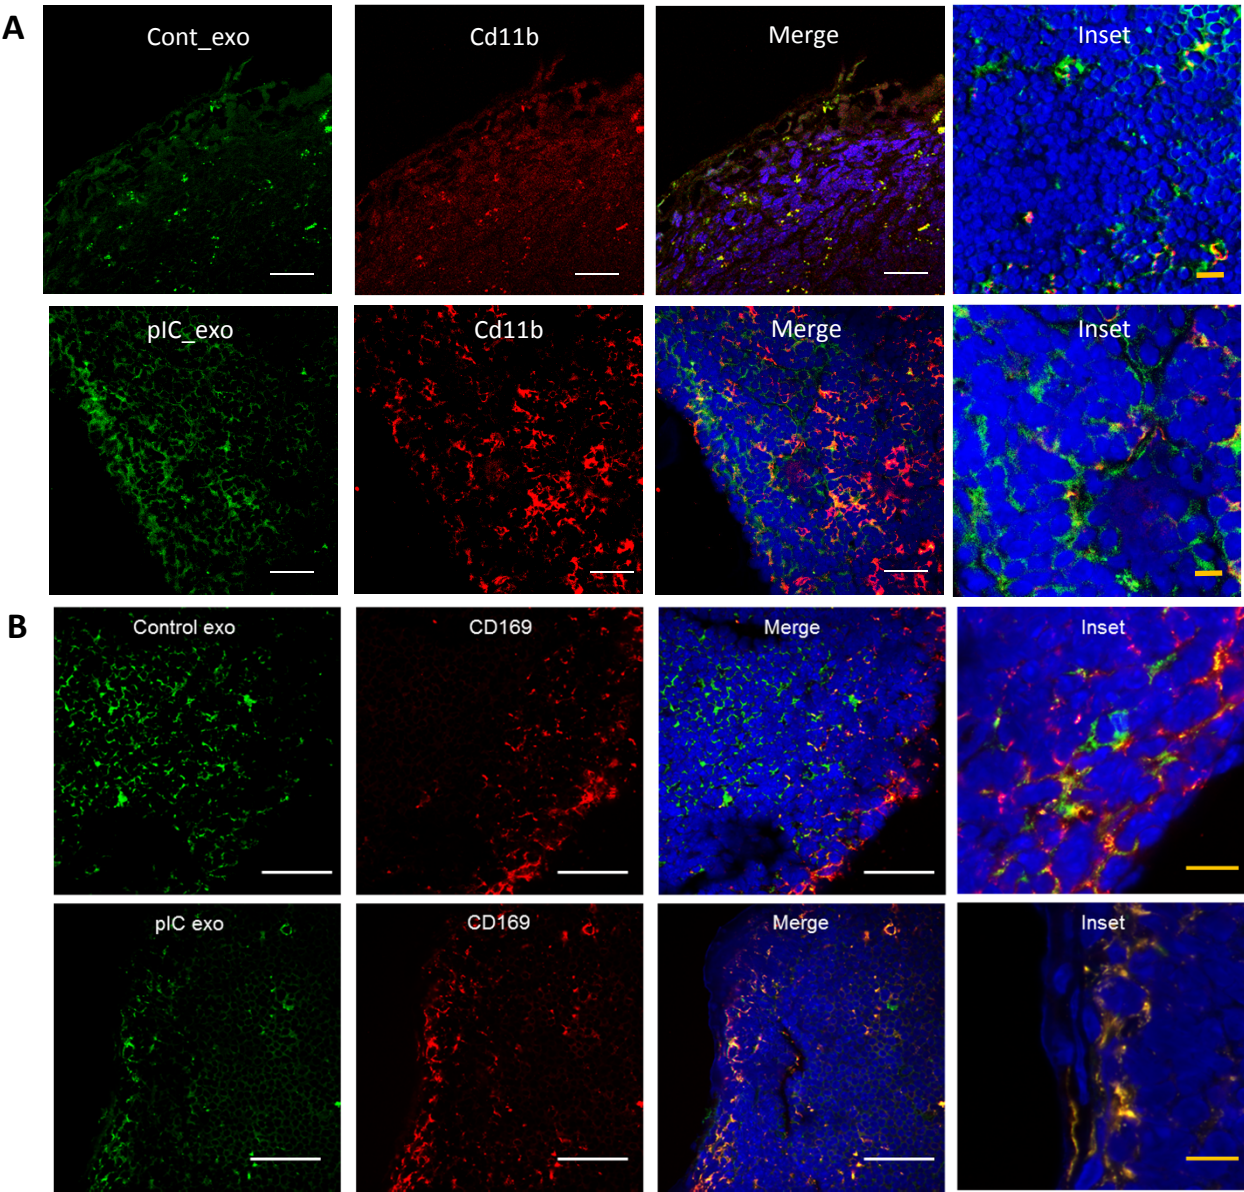

**Supplementary Fig. 7:** Macrophages retain both control and pIC exosomes (a) CD11b+ macrophages and (b) CD169+ subcapsular sinus macrophages retain control and pIC-exosomes.

Supplementary Fig. 8: Impact of control exosomes in whole node sections

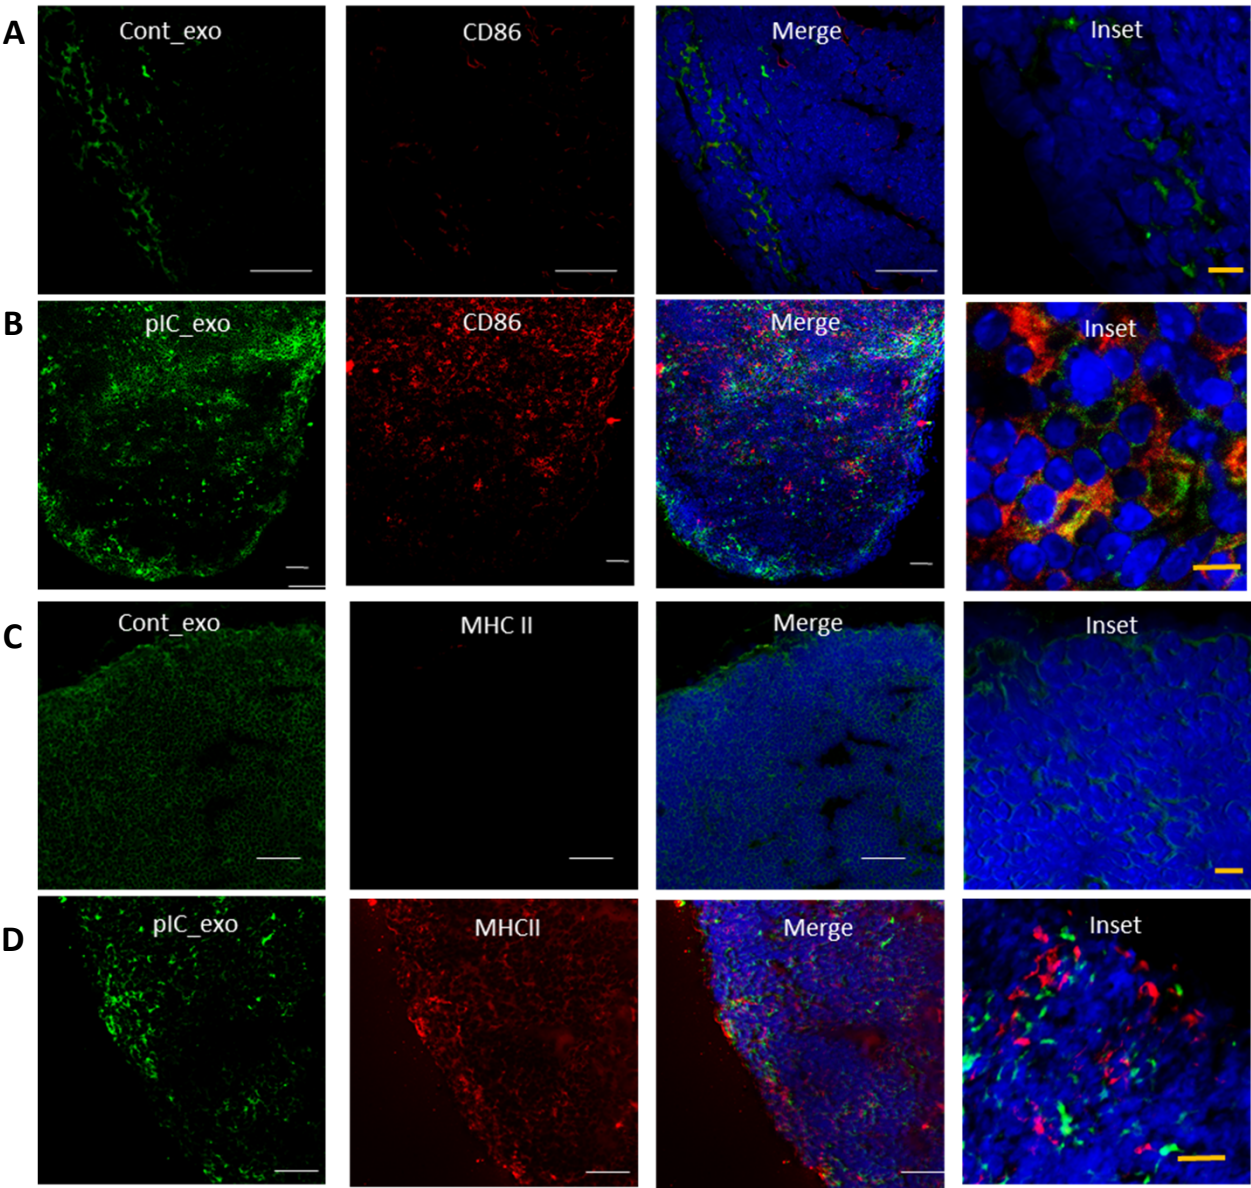

Supplementary Fig. 8: Validation of M1 markers Cd86 and Mhcll expression in lymph node sections after exposure to control or pIC exosomes. White scale bars, 50  $\mu\text{m}$ , yellow scale bars, 10  $\mu\text{m}$ .

# Supplementary Fig. 9: Lymphatic transport and retention of exosomes

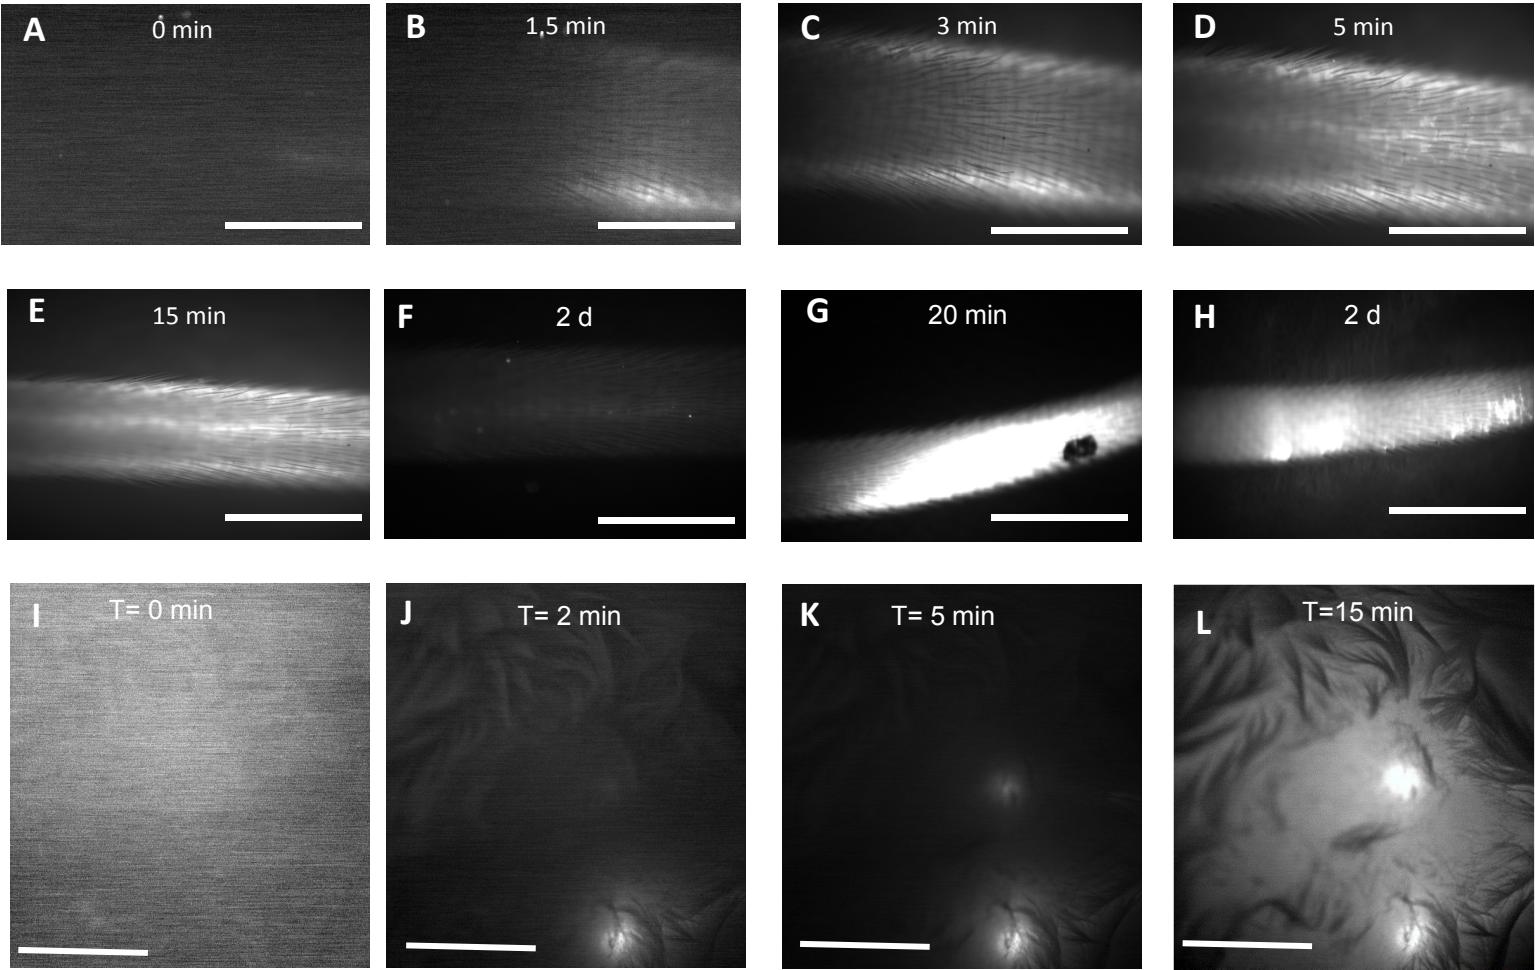

Supplementary Fig. 9: Lymphatic transport and retention of exosomes. pIC exosomes are seen in the lymphatic collecting vessels at (a) 0 mins, (b) 1.5 mins, (c) 3 mins, (d) 5mins , (e) 15 mins and (f) 2 days. The injection site is shown at (g) 20 mins and (h) 2 days. Exosomes are detected in the draining lymph node at (i) 0 mins, (j) 2mins, (k) 5 mins and (l) 15 mins

# Supplementary Fig. 10: Kinetics of exosome transport in the lymphatics

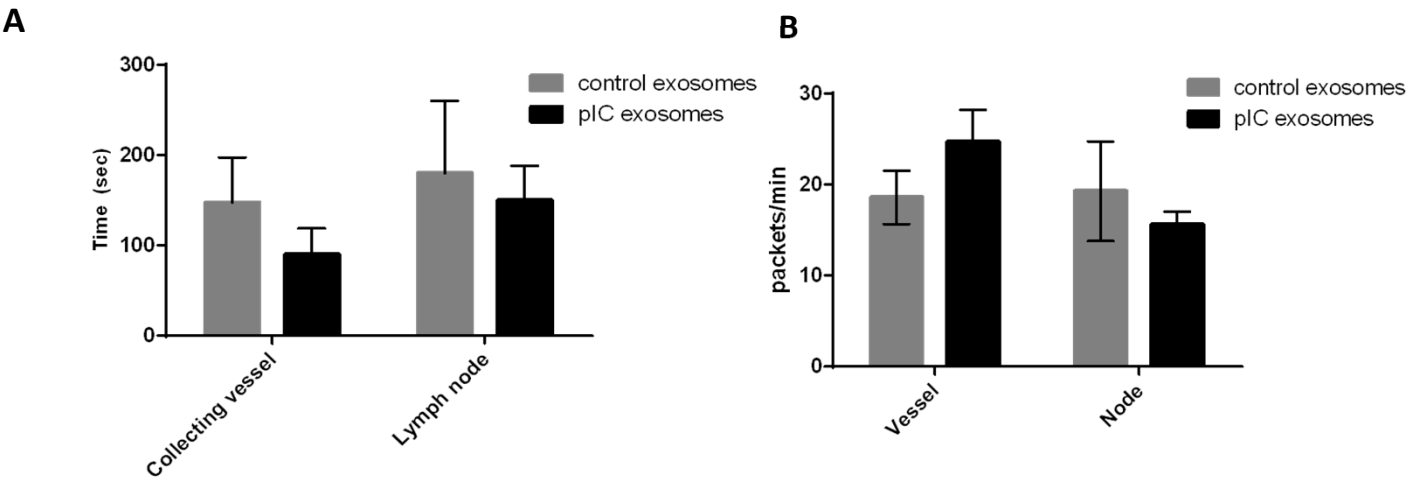

Supplementary Fig. 10: Kinetics of exosome transport in the lymphatics. (a) Arrival time of detectable levels of fluorescence for collecting vessels and draining lymph nodes. (b) Packet frequency of control and pIC exosomes in the collecting lymphatic vessels and nodes.

# Supplementary Fig. 11: Comparison of gene expression changes in macrophages with free\_pIC

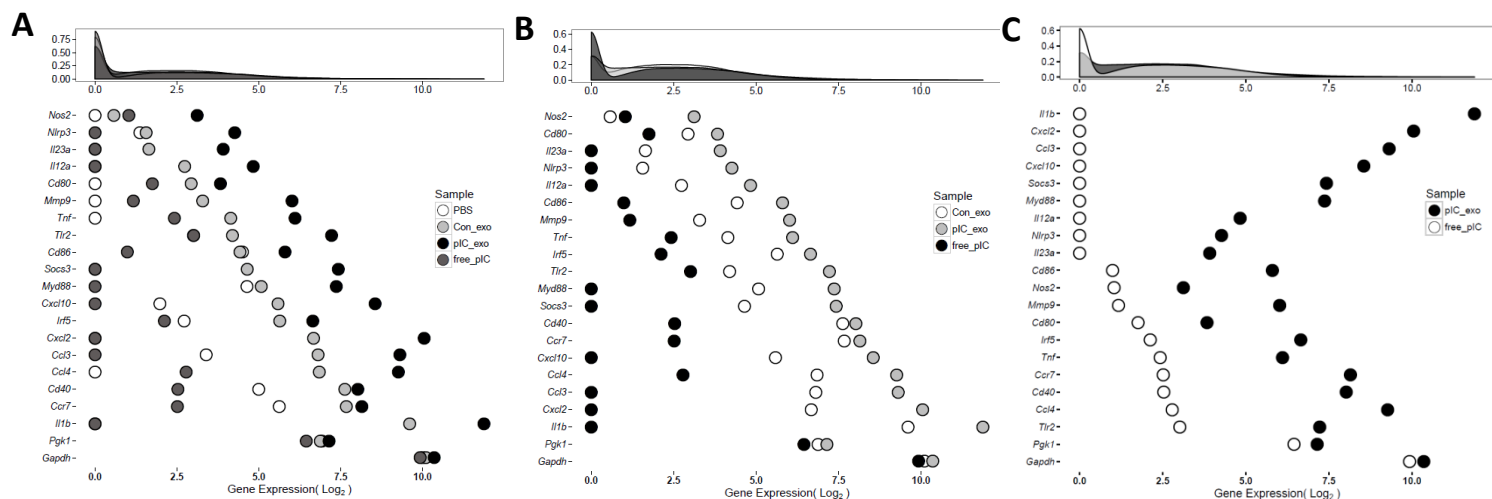

Supplementary Fig. 11: Comparison of gene expression changes in macrophages with free\_pIC.. Relative expression of key macrophage markers from lymph nodes after exposure to (a) PBS, control exosomes, pIC exosomes or free pIC (b) control exosomes, pIC exosomes or free pIC and (c) pIC exosomes or free pIC

# Supplementary Fig. 12: Comparison of gene expression changes in whole lymph nodes with free\_pIC

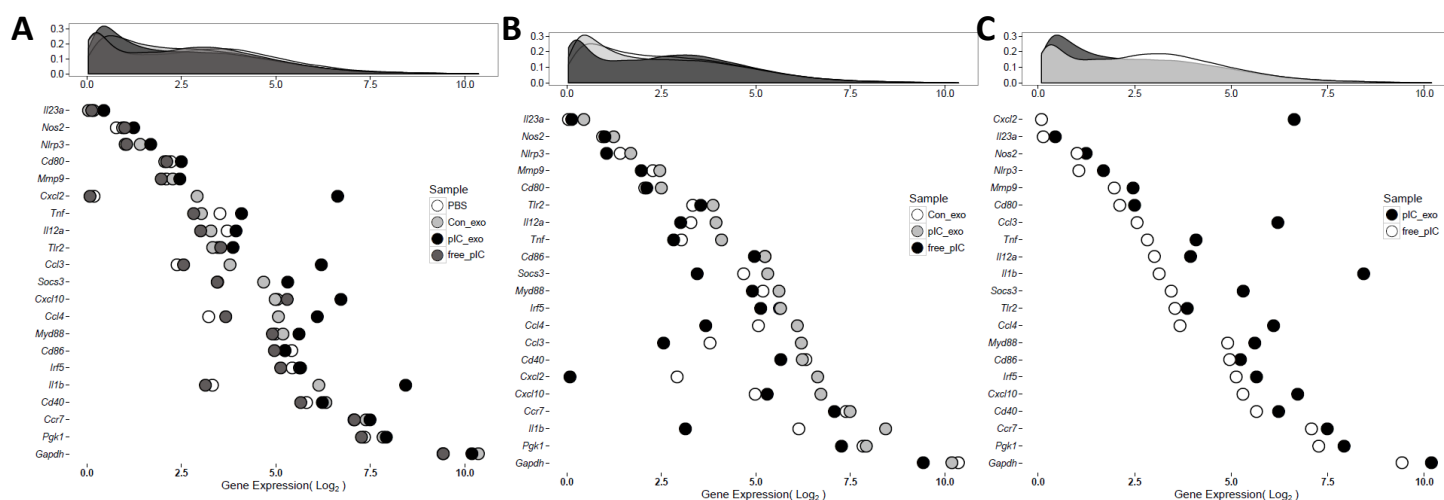

Supplementary Fig. 12: Comparison of gene expression changes in whole lymph nodes with free\_pIC. Relative expression of key neutrophil markers in whole lymph nodes after exposure to (a) PBS, control exosomes, pIC exosomes or free pIC (b) control exosomes, pIC exosomes or free pIC and (c) pIC exosomes or free pIC

## Supplementary Videos

**Supplementary Video 1:** Example video of pIC exosome arrival in the collecting vessels of a mouse 10 cm downstream from the site of intradermal injection. The dominant vessel is seen below and the nondominant vessel is seen above. Video is played at 10X speed

**Supplemental Video 2:** Example video of pIC exosome arrival in the draining (sciatic) lymph nodes of a mouse within minutes of intradermal exosome injection at the tip of the tail. The dominant node is seen below and the non-dominant vessel is seen above. Video is played at 10X speed

How the deposited data were processed for this re-analysis (not part of the article)

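RNA of HEY cells was measured on 12 Affymetrix U133 Plus 2.0 arrays, 2 in each of 6 groups: unstimulated, LPS-stimulated and pIC-stimulated local cells, and distal cells given control-, LPS- or pIC-exosomes. The deposited log2 values were made by the authors with GCRMA, as the paper's Methods state, which adjusts for background with the probe sequences, normalizes the arrays by quantiles and gives 1 value per probeset. That they are log2 values was checked on the values themselves, which have 1 shared lowest value in every array. The CEL images were not read again, and the values were used as deposited.

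The arrays hold 54675 probesets. After 62 Affymetrix control probesets were left out, 54613 were tested, of which 41091 carry 1 gene symbol, 1801 carry several and 11721 carry none. A gene was shown by the probeset with the highest mean over the 12 arrays among those that carry its symbol alone, and 10523 of the 19775 genes had more than 1 such probeset. Genes of the paper's figures without such a probeset were left out, and 1 gene of Fig. 2A is not reported.

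Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), in 1 model of the 6 groups with 6 residual degrees of freedom and a prior of 0.583. Adjusted p-values are Benjamini-Hochberg values over all tested probesets, and a probeset was called at an adjusted p under 0.05 and a change of at least 1.4-fold. Stimulated local cells were compared with unstimulated local cells, and distal cells with LPS- or pIC-exosomes with distal cells with control-exosomes. The 2 stimuli were compared within each kind of cells, the 2 control groups with each other, and the effect of each stimulus between distal and local cells by an interaction contrast. Intervals are 95% intervals of the same model. For 28 gene lists of 10 to 56 genes, called members were counted and the list as a whole was tested with limma's camera, at a preset correlation of 0.01 and with an estimated correlation, and with fry, for a change in 1 direction and for changes in either direction, with p-values adjusted over the lists. Correlations of fold changes are across genes, and those that share a control group were set beside 100 simulated data sets without an effect.

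The genes named are those with the largest called changes in the same direction in both arrays, the members of the lists that were called, those with the smallest p where few were called, and every gene the paper names for these experiments. Genes chosen in any other way are marked where they appear. Across alternatives, a called gene that kept its sign and was no longer called was counted as weaker, and a sign change counted as a reversal only where the gene was called under at least 1 of the 2 settings.

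The model was tested on simulated data with known changes, in 5 runs of 200 changed probesets. With the same spread in all groups, it found 27.6% of changes of log2 2 and 6.8% of changes of log2 1 in the local LPS comparison, with a mean of 7.6 false calls. With the spread of each kind of cells, it found 59.4% and 20.4%, with 339.2 false calls, and with the local arrays alone in the model 1.8% and 0%, with 1.4 false calls. The simulation with equal spread was added after the other had been run. Of 28 simulated lists, the 1 with a shift was called and 0 of the others were called (camera). A value within 0.1 of the lowest value of the arrays was taken as lying at it, and between 43.7% and 55.2% of the probesets of an array lay there, which limits what can be measured for genes of low expression.

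The alternatives were a filter for probesets with a log2 value above 4 in at least 2 arrays (18875 probesets), quantile normalization of the deposited values, subtraction of each array's median, a model of only the groups compared or of the local or distal groups alone, the replicate number as a block, array weights, an intensity trend, the adjusted p alone, limma's treat, the mean of all probesets of a gene, unstimulated local cells as the control of distal cells, and leaving out each array in turn. The alternative that combines the local or distal groups alone, the filter and the trend, and the list tests with unstimulated local cells as the control, were added after the data had been seen. The experiments by qRT-PCR, imaging, cytometry and in mice have no deposited arrays and were left out.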

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

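Of the tests given here, the share of calls left after quantile normalization and the gap between the 3′ and 5′ control probesets of GAPDH as a measure were set before the data were examined. The bounds on that gap and all the other tests of explanations were chosen after the results they bear on had been seen.

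A difference in data that the paper does not analyse lies between the 2 control groups. Between distal cells with control-exosomes and unstimulated local cells, 8430 probesets were called (limma, 6215 higher and 2215 lower in distal cells), and 5385 or 5413 without distal control replicate 1 or 2. After quantile normalization, 75.1% of these calls were made in the same direction, which argues against an array-wide scale as the whole source, but the split became 4327 higher and 4281 lower, so the excess of higher probesets depends on the scale. The log2 gap between the 3′ and middle control probesets of GAPDH was larger in every local array than in every distal array by at least 3.69, and in ACTB it was 8.60 to 9.25 against 6.51 to 7.45, so less complete coverage of transcripts in the local samples may contribute. This gap was taken up only after the gap between the 3′ and 5′ probesets of GAPDH had come out the other way: its lowest local value minus its highest distal value was -3.30, and in ACTB that gap was 10.06 to 11.56 in local and 11.09 to 11.65 in distal arrays. The middle and 5′ probesets of GAPDH both lie near the lowest value in the local arrays, so both gaps are only lower bounds there. A true local gap could only be larger, so the larger local gap between the 3′ and middle probesets of GAPDH holds. ACTB goes the same way. The gap between the 3′ and 5′ probesets cannot decide, since its local value may be understated. How much of the 8430 calls comes from less complete coverage stays open. The hybridization control bioB also separated the arrays, at 12.34 to 13.96 on local and 10.04 to 11.85 on distal arrays. A difference in how the local and distal arrays were processed is therefore not excluded. Time, exosomes and culture cannot be told apart, since 0 arrays hold distal cells without exosomes or local cells with them.

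The effect of pIC differed between local and distal cells. By the interaction contrast, 232 probesets were called (limma), 1793 or 1834 without local control replicate 1 or 2, 1081 or 1120 without local pIC replicate 1 or 2, 465 without either local LPS array, 145 with the low-value filter and 99 with treat. The interferon-stimulated genes had a median log2 difference of -3.02, distal minus local, and 19 of 53 were called lower by limma (adjusted p = 2.48e-69 from camera, 0.000911 with an estimated correlation).

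Of the interferon-stimulated genes called higher with pIC in local cells, 100% (26 of 26) had a 95% interval in distal cells that lay below the interval in local cells, which argues against noise that hides an equal rise. Whether values in distal arrays are compressed was not tested, and several of these genes lie at the lowest value there. The median level of these genes ranged by only 0.36 over the 6 distal arrays, which argues against a distal pIC array exchanged with another distal array. The later time and the exosome route cannot be told apart, since 0 distal arrays were taken at the local time. A response in distal cells that had risen and fallen before the arrays were taken may therefore be missed.

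By the same contrast for LPS, 178 probesets were called (limma). The count was 1783 or 1878 without local control replicate 1 or 2, 1685 or 6045 without local LPS replicate 1 or 2, and 490 without distal LPS replicate 1. It was 0 with the low-value filter, 63 with array weights and 21 with treat, and in simulated data with the spread of each kind of cells the local LPS comparison alone had a mean of 339.2 false calls.

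Outside the genes that the paper discusses for LPS, IFIT1 had a log2 fold change of 2.62 with LPS in local cells, and RIGI rose with it. If RNA of pIC-stimulated cells had been carried into the LPS samples in the share that IFIT1 needs (0.634% and 0.825%), the level of RIGI would lie at least 1.11 below the level seen in both arrays, which argues against that source. Without local LPS replicate 1, the array with the lowest correlations, 106% of the change of IFIT1 was left, which argues against the quality of that array as the source. A weak signal of the TICAM1 branch may explain the rise, which was not tested, and the 53 interferon-stimulated genes as a list did not rise (adjusted p = 0.811 from camera). With the local arrays alone in the model, neither gene was called.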

How the results depend on the processing

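All the alternatives here were set before the data were examined, except the 1 named at the end and the list values under unstimulated local cells as the control. For each value that moved, the cause was not tested unless the alternative's own construction gives it. Counts are of called probesets (limma).

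Counts moved with the arrays that estimate the spread. With the local or distal groups alone, local LPS had 25 (362 with all arrays), distal LPS 6 (33), local pIC 55 (542), distal pIC 1 (7), distal LPS against distal pIC 6 (20) and local LPS against local pIC 62 (677). Of these, 16 of 25, 2 of 6, 50 of 55, 0 of 1, 4 of 6 and 55 of 62 were shared in direction with the model of all arrays. Of the Fig. 3A genes 3 were called in local pIC (9 with all arrays), and 2 lists in distal LPS (1). With only the groups of the comparison, local LPS had 0, distal LPS 10, local pIC 28, distal pIC 1, the 2 control groups 5132 (8430), distal LPS against distal pIC 3 and local LPS against local pIC 2, with 1 of the Fig. 3A genes in local pIC and 2 lists in distal LPS.

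With array weights, local LPS had 63, distal LPS 1018 (202 higher and 816 lower), local pIC 194, distal pIC 193 (53 higher and 140 lower), the 2 control groups 2152, distal LPS against distal pIC 333, local LPS against local pIC 111 and the LPS interaction 63 (178), with 2 lists in distal LPS. The weights of 2 arrays per group are themselves estimated from these arrays.

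With the low-value filter, which tests fewer probesets, local LPS had 113 (72 higher and 41 lower), distal LPS 3, distal pIC 0, distal LPS against distal pIC 3, the LPS interaction 0 and the pIC interaction 145 (232). Distal LPS had 0 lists and local pIC 1 (5), and the correlation of local and distal changes with LPS was -0.155 (-0.0992).

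With the adjusted p alone, local LPS had 607, distal LPS 51, distal pIC 16 and the LPS interaction 273. With treat, which tests against the fold change, local LPS had 43, distal LPS 1, local pIC 184, distal pIC 0, distal LPS against distal pIC 3, local LPS against local pIC 183, the LPS interaction 21 and the pIC interaction 99. With an intensity trend, distal LPS had 16 and distal LPS against distal pIC 8. With the replicate number as a block, distal pIC had 3 and distal LPS against distal pIC 12. Correlations of deviations between groups by replicate number were -0.0838 to 0.282 over 15 pairs of groups, 3 of them over 0.1, with 0.282 for distal control with distal pIC and 0.186 for distal control with distal LPS, so a shared handling of some distal replicates is not excluded.

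With each array's median subtracted, distal LPS had 21 and 0 lists. After quantile normalization, distal LPS and distal pIC had 0 lists each, and the 2 control groups had 4327 probesets higher and 4281 lower in distal cells, against 6215 and 2215 as deposited and 7122 and 1998 with the median subtracted. With the mean of all probesets of a gene, local LPS had 2 lists (1), distal LPS 0, and the correlation with LPS was -0.046. Ended calls of named genes follow for local LPS (of 18), distal LPS (of 8), local pIC (of 31) and distal pIC (of 1). The mean of all probesets ended 10, 6, 10 and 1, and the local or distal groups alone 16, 7, 21 and 1. Only the groups of the comparison ended 18, 8, 29 and 1, treat 12, 8, 13 and 1, and array weights 16, 0, 18 and 0. Quantile normalization ended 4, 3, 6 and 0, median subtraction 1, 3, 0 and 0, and the replicate block 3, 3, 4 and 1. An intensity trend ended 0, 5, 0 and 0, and the low-value filter 0, 4, 0 and 0 of those it tested.

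With unstimulated local cells as the control of distal cells, distal LPS had 7356 (5090 higher and 2266 lower) and distal pIC 7943 (5725 and 2218). Of the Fig. 2A genes, 3 were higher and 3 lower, and of the Fig. 3A genes 8 and 4. For LPS-exosomes, these changed sign: CXCL8 (-4.91), TNFAIP1 (1.81), CD81 (1.51), CD63 (2.94), GAPDH (5.31), SEMA3E (0.22), EDNRB-AS1 (0.0093), DACH1 (0.10) and MIR34A (0.23), while ZNF214 had 0 and no longer fell. For pIC-exosomes, these did: RIGI (2.43), JAK1 (1.22), IFIT3 (-1.61), TRAF6 (1.76), NFKBIA (1.85) and ZNF214 (0.092). MX2, with no change against control-exosomes, had -0.97, a lower bound since it lies at the lowest value in every distal array. That control differs from the distal cells in everything that sets local and distal arrays apart. In the comparisons of each stimulus with its control, no called value of a named gene changed sign under another alternative; the other comparisons were not run gene by gene. Camera then called 5 lists in distal LPS and 4 in distal pIC, values for lists that were added after the data had been seen.

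Without each array in turn, where the lone array of a group is assumed to vary like the other groups, the count was 189 to 7183 for local LPS, 16 to 516 for distal LPS, 340 to 2327 for local pIC, 4 to 73 for distal pIC, 5385 to 10242 for the 2 control groups, 14 to 371 for distal LPS against distal pIC, 376 to 8407 for local LPS against local pIC, 130 to 6045 for the LPS interaction and 170 to 1834 for the pIC interaction. Of the Fig. 2A genes, 0 to 0 were called higher in local and in distal LPS, and of the Fig. 3A genes 8 to 9 in local and 0 to 0 in distal pIC. Lists called were 0 to 3 in local LPS, 0 to 1 in distal LPS, 2 to 6 in local pIC and 0 to 2 in distal pIC. Calls shared by local and distal cells were 0 to 5 for LPS and 0 to 1 for pIC. Correlations of local and distal changes were -0.182 to -0.016 for LPS and -0.125 to -0.0076 for pIC, and those of LPS with pIC were 0.325 to 0.660 in distal and 0.105 to 0.484 in local cells.

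The alternative chosen after seeing the data combines the local or distal groups alone, the low-value filter and the intensity trend. Local LPS then had 0, distal LPS 0, local pIC 32, distal pIC 0, distal LPS against distal pIC 0 and local LPS against local pIC 29, with 5 of the Fig. 3A genes in local pIC, 0 lists in distal LPS and 2 in local pIC.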

Differences from the paper's values

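The paper gives no array value in its text that was computed here, so only directions are set beside each other. Calls here are by limma at the paper's false discovery rate and fold change.

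The paper states that key inflammatory genes are raised in local cells with LPS and in distal cells with LPS-exosomes (Fig. 2A). Its wording sets both kinds of cells against unstimulated cells. Distal cells were compared here with distal cells given control-exosomes, so the reference groups may differ. On that basis, 0 of 13 genes were called higher in local or distal cells (0 higher in either at an unadjusted p under 0.05). The distal test used a spread pooled over all 12 arrays, which includes that of the local arrays. Log2 fold changes reached 0.16 in local cells (CXCL8) and 0.66 in distal cells (ICAM1). The paper's qRT-PCR places the response of distal cells to LPS-exosomes at 24 hours. If the arrays were taken at 48 hours, as their labels give, a response that had risen and fallen may be missed. The paper's qRT-PCR and proximity ligation results for LPS were not examined here. With unstimulated local cells as the control of distal cells, an alternative set before the data were examined, TRAF6 (2.75), NFKBIA (2.40) and TNFAIP1 (1.81) were called higher, and CXCL8 (-4.91), TOLLIP (-2.07) and IL1B (-1.58) lower. None of the other alternatives called a gene of Fig. 2A higher with LPS-exosomes.

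The paper concludes that pIC-exosomes bring about an antiviral gene response, and shows antiviral genes in Fig. 3A, for which its text gives no direction gene by gene. In local cells, 9 of 19 were called higher here, IFIT2 (6.49) and MX2 (6.23) among them, against 3 with the local arrays alone and 1 with only the groups compared, both set before the data were examined. In distal cells, 0 of 19 were called against control-exosomes (1 higher and 1 lower at an unadjusted p under 0.05). Unstimulated cells are the control in the paper's wording, so the reference groups may differ. With unstimulated local cells as the control, an alternative set before the data were examined, 8 were called higher: RIGI (2.43), IRF3 (2.69), IRF7 (1.33), JAK1 (1.22), TRAF6 (1.76), NFKBIA (1.85), MAVS (1.88) and NFKB1 (1.04). IFIT3 (-1.61), IFIT5 (-1.44), IFIH1 (-2.90) and MX2 (-0.97) were called lower under it. MX2 lies at the lowest value in every distal array, so its change is a lower bound. None of the other alternatives called a gene of Fig. 3A higher with pIC-exosomes.

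The paper has chemokine and TLR pathways raised with LPS-exosomes and TLR, RXR and RIG-I-like receptor pathways raised with pIC-exosomes. It names no control for these pathways, and words its comparisons of array genes as against unstimulated cells. Against control-exosomes, camera called none of these lists higher here. For LPS-exosomes, adjusted p-values from camera were 0.873 (chemokine ligands) and 0.739 (TLR signaling). For pIC-exosomes, they were 0.786 (TLR), 0.885 (PXR and RXR) and 0.729 (RIG-I-like receptors). With unstimulated local cells as the control, a setting chosen for lists after seeing the values, camera called the chemokine ligands lower with LPS-exosomes (adjusted p = 0.0361) and none of the lists named here higher, but limma called 10 of 38 TLR genes higher and 2 lower with LPS-exosomes, 11 higher and 1 lower with pIC-exosomes, and 12 of 30 RIG-I-like receptor genes higher and 2 lower with pIC-exosomes. Supplementary Fig. 4b also has extracellular matrix pathways, and without distal pIC replicate 2, a setting set before the data were examined, camera called the integrin and extracellular matrix list higher with pIC-exosomes (adjusted p = 0.00393). No other alternative called a list that the paper names higher.

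The paper describes high concordance of local and distal expression (Fig. 3C). The legend of Fig. 3C describes fold changes by qRT-PCR against those by arrays, which is another measure than the r between local and distal changes on the arrays given here. That r was -0.0798 for pIC and -0.0992 for LPS across genes. With quantile normalization, a low-value filter, the median subtracted, the mean of all probesets of a gene or any 1 array left out, neither r was above 0.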

Other observations

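No explanation was tested for the values in this part, and which of them to give was chosen after they had been seen.

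In distal cells with control-exosomes against unstimulated local cells, 24 of 34 proliferation genes were higher and 1 was lower by limma, with a median log2 difference of 3.45 as deposited, 2.78 after quantile normalization and 3.56 with each array's median subtracted (adjusted p = 4.06e-12 from camera, 0.288 with an estimated correlation). The median subtraction itself shifts the median of all genes by 0.12. For the markers of exosomes and their biogenesis, the medians were 1.52, 0.81 and 1.64, with 16 of 28 higher and 2 lower by limma as deposited (adjusted p = 0.000697 from camera, 0.516 with an estimated correlation). The middle control probeset of GAPDH differs between the same arrays, at 2.51 to 3.13 in local and 10.58 to 12.32 in distal cells. CD63 was higher by 3.05 and CD81 by 1.75, while CXCL8 was lower, with a log2 difference of -4.97.

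In local cells with LPS, the 32 ribosomal proteins were lower as a list (median log2 fold change -0.71, adjusted p = 3.47e-06 from limma's camera), but not with an estimated correlation (adjusted p = 0.993). The 14 housekeeping genes had a median of -0.55 (adjusted p = 0.0902 from camera) and were called lower without local LPS replicate 2, where only replicate 1 is left. Replicate 1 also had the lowest value of the 3′ control probeset of ACTB, 12.88 against 13.79 to 14.10 on the other local arrays. Camera called 0 lists without local control replicate 1 or local LPS replicate 1, 2 without local control replicate 2 and 3 without local LPS replicate 2. Local LPS against local pIC differed at 677 probesets (limma), at 1582 or 1580 without local pIC replicate 1 or 2, 1975 or 8407 without local LPS replicate 1 or 2, 376 without either distal control array and 387 without either distal pIC array. Called with both stimuli in local cells were 34 probesets higher and 84 lower, against a mean of 109.1 in simulated data that share the control arrays and have no effect.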
